# The second polar body contributes to the fate asymmetry in the mouse embryo

**DOI:** 10.1093/nsr/nwac003

**Published:** 2022-01-10

**Authors:** Hongbin Jin, Yang Han, Huasong Wang, J Xiao He Li, Weimin Shen, Lin Zhang, Luxi Chen, Shunji Jia, Ping Yuan, Hui Chen, Anming Meng

**Keywords:** mouse, embryo, polar body, cell fate, asymmetry

## Abstract

The polar bodies (PBs) are extruded microcells during oocyte meiosis and generally regarded as inessentials for embryonic development. Therefore, PBs have been widely used as important materials for pre-implantation genetic diagnosis in human. Here we report that the second PB (PB2) in the mouse zygote may play roles in cell-fate specification and post-implantation development. A subset of mRNAs encoding pluripotency-related factors are enriched in PB2. Nascent proteins may be synthesized in PB2 after fertilization and transport from PB2 to the zygote before the two-cell stage. The PB2-attached blastomere (pbB) at the two-cell stage, compared to the other blastomere (npbB), likely contributes more descendants to the inner cell mass (ICM) lineage in the blastocyst. Removal of PB2 from the zygote or transient blockage of material exchange between PB2 and the zygote by nocodazole treatment appears to cause a loss of the ICM fate bias of pbB. PB2 removal or nocodazole treatment also results in abnormal post-implantation development. Injection of PB2 lysate into pbB of PB2-removed two-cell-stage embryos may reset the cell-fate preference and rescue post-implantation development. Our data collectively suggest that PB2 would demarcate the earliest cell-fate asymmetry of the mouse zygote and be required for post-implantation development.

## INTRODUCTION

How an animal embryo of multiple cells starts to differentiate spatially into distinct cell fates is a fundamental question in biology. In non-mammalian species such as fly, fish and frog, unequal distribution of maternal factors in the oocyte plays a key role in the symmetry breaking of embryonic cells and establishment of the body axes [1–5]. In mammalian species, however, it remains unknown whether there exist asymmetrically distributed maternal factors predicting future body axes. In the mouse embryo, apparent asymmetry is morphologically visible in the cavitated blastocyst, the inner cell mass (ICM) of which will give rise to the embryo proper and the outer epithelial layer of which is the trophectoderm with the placenta fate [6,7]. The asymmetry of the blastocyst may be traced back to cell polarity and asymmetric cell division at the 8- to 16-cell stages [8–10], asymmetric nuclear abundance of Carm1 at the four-cell stage [11] and even further back to asymmetric expression of the long non-coding RNA *LincGET* between two blastomeres at the two-cell stage [12]. It is unclear whether it is the asymmetry of the mammalian zygote that determines the asymmetric fates of blastomeres during early development.

At the last step of mammalian follicle maturation, the mature oocyte (egg) extrudes the first polar body (PB1) that contains a diploid nucleus and little cytoplasm. Following fertilization, the egg nucleus resumes the second meiotic division, resulting in elimination of half of the chromosomes via the extrusion of the second polar body (PB2). The mouse PB1 degenerates soon after extrusion [13], whereas PB2 may survive for 3 days [14–16]. It is widely accepted that the mammalian PB1 and PB2 are not required for embryonic development [17–20]. Thus, polar body biopsy has been applied for pre-implantation genetic testing to select normal embryos in human assisted reproduction [21,22]. However, some earlier studies suggest that the survived PB2 in the early blastocyst may be a marker of the blastocyst bilateral symmetry axis orthogonal to the embryonic-abembryonic axis and the ICM cells closer to the PB2 in the blastocyst are more likely to become distal visceral endodermal cells in the post-implantation embryo [16,23,24]. Therefore, we decided to reinvestigate the necessity of PB2 for asymmetric fate establishment of the mouse pre-implantation embryo as well as for post-implantation development.

## RESULTS

### PB2 may possess translation and transcription activity

Compared to the zygote, PB2 is a specialized tiny cell body with a little ooplasm and so may not contain the necessary translation and transcription machineries. However, our immunostaining assays revealed the presence of 28S/18S ribosomal RNAs, RNA polymerase II and active (phospho-Ser5) RNA polymerase II in PB2 at the one-cell stage (Supplementary Fig. S1), suggesting the existence of translation and transcription machineries. Then, we performed puromycin incorporation assays by culturing embryos in the presence of puromycin for 3 h within individual cell cycles from the one-cell to eight-cell stages. Subsequent immunostaining detected strong puromycin signal in blastomeres at all tested stages as well as in PB2 at the one-cell (strong) and two-cell (weaker) stages but not at later stages (Fig. 1a), indicating translation activity of PB2 from fertilization to the two-cell stage. To detect nascent RNAs, we performed an EU (analogue of uridine 5′-triphosphate (UTP)) incorporation experiment. Results indicated that active transcription likely occurred in PB2 at least from the late one-cell to four-cell stages (Fig. 1b and c).

**Figure 1.**
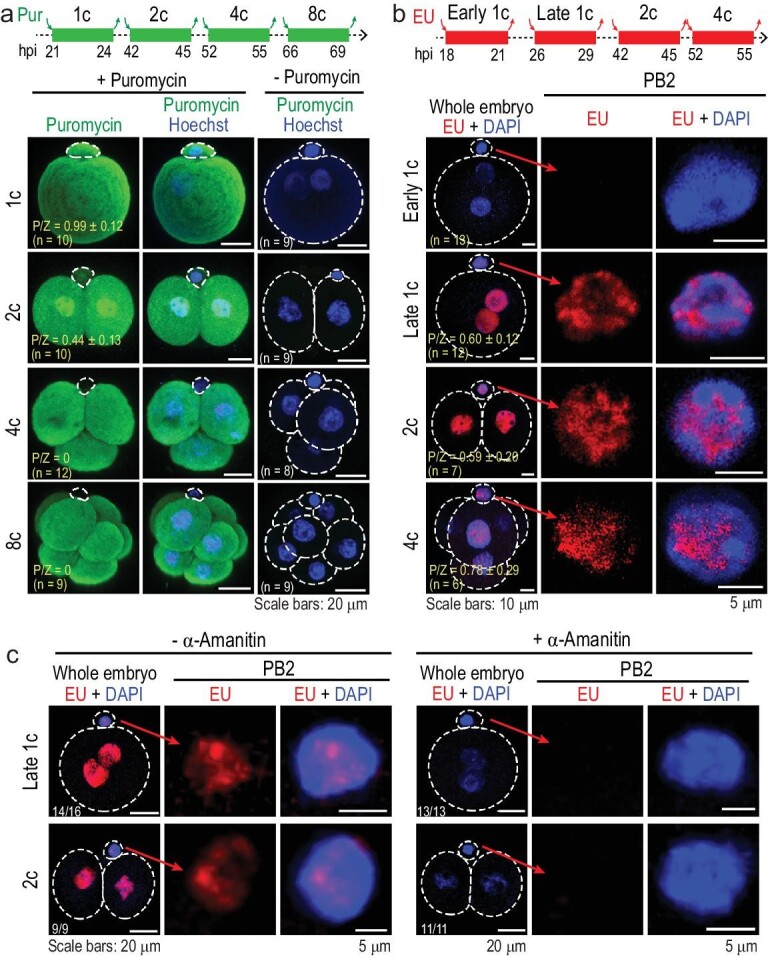
Translation and transcription activity in PB2. (a) Translation activity revealed by immunostaining with puromycin antibody. Embryos at an indicated stage were incubated in the presence of puromycin for 3 h. The top illustration shows the treated period referred to hours post human chorionic gonadotrophin (HCG) injection (hpi). The right column: negative controls with no signal. P/Z, ratio of mean signal intensity in PB2 to that in the zygote; *n*, number of observed embryos (same in (b)). (b) Transcription activity revealed by EU incorporation assay. Embryos at an indicated stage were incubated in the presence of EU for 3 h as indicated on the top illustration. (c) Inhibition of transcription activity by α-amanitin. One-cell stage embryos were incubated in the presence of α-amanitin throughout but with the addition of EU at different stages for the indicated duration, followed by EU staining. All images were acquired by confocal microscopy. The ratio of observed embryos with the representative pattern is indicated.

### Exogenous proteins may transport between PB2 and the zygote

The physical connection between PB2 and the zygote suggests a possibility of material exchange between them. Then, we injected the purified nuclear localization signal (Nls)-mCherry protein into PB2 or the zygote/blastomeres at the one- or two-cell stage. Results showed that the one-cell stage injection led to strong Nls-mCherry fluorescence not only in the injected cell, but also in the un-injected cell (Fig. 2a), whereas Nls-mCherry injected into both blastomeres at the two-cell stage did not produce fluorescence in PB2. These results suggest that proteins could transfer bidirectionally between PB2 and the zygote during the first cleavage period and this transfer most likely ceases by the two-cell stage. Fluorescent microscopy revealed that Nls-mCherry injected into PB2 at the one-cell stage visibly flowed into the zygote within 1 s; but Nls-mCherry injected into the zygote became visible in PB2 about 1 min after injection (Supplementary Video S1). It appears that proteins would transport from PB2 to the zygote faster than from the zygote to PB2.

**Figure 2.**
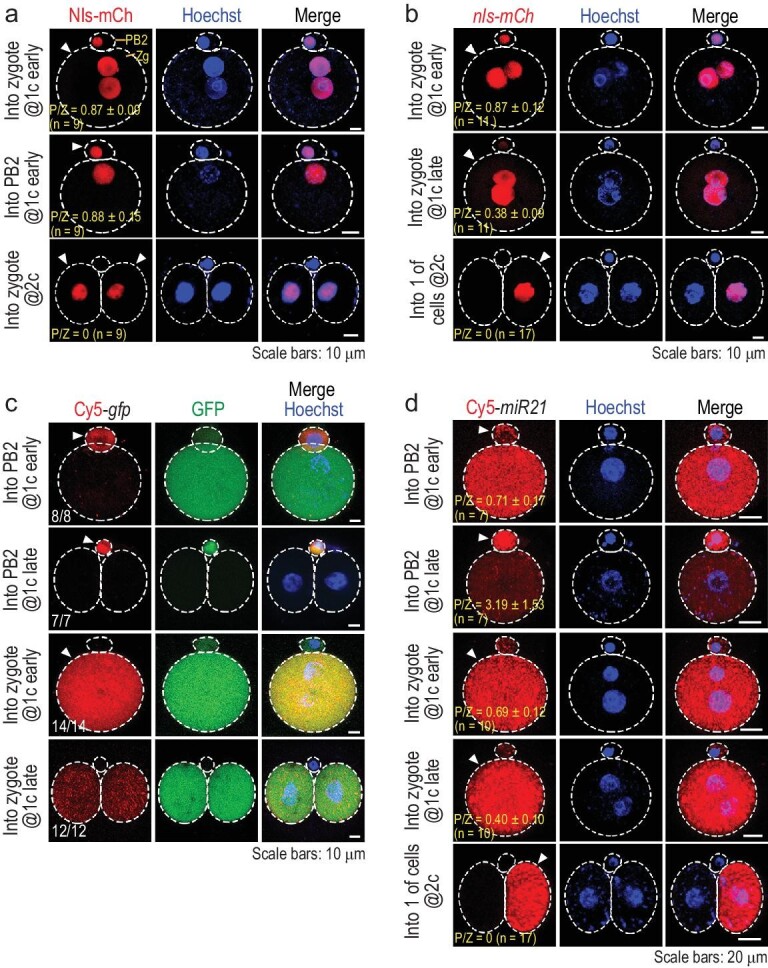
Protein and RNA transport between PB2 and the zygote. The embryos were injected at an indicated stage and directly observed by confocal microscopy ∼4 h post injection. The injected cell is indicated by an arrowhead. DNA/nucleus was stained by Hoechst 33342. The ratio of observed embryos with the representative pattern is indicated at the bottom left corner. Zg, zygote. (a) Transport of injected Nls-mCherry protein. (b) Transport of Nls-mCherry following *nls-mCherry* mRNA. (c) Transport of Cy5-labeled full-length *gfp* mRNA. The ratio of embryos with the representative pattern is indicated. (d) Transport of Cy5-labeled *miR21-3p* RNA. P/Z, ratio of mean signal intensity in PB2 to that in the zygote (a), (b) and (d); *n*, the number of observed embryos.

### Small RNAs could transport between PB2 and the zygote

Next, we tested whether RNA could transfer between PB2 and the zygote. First, we observed that injection of *nls-mCherry* mRNA into the zygote at the early or late one-cell stage also resulted in a strong or weak fluorescence signal soon in PB2, respectively, whereas injection into the zygote at the late two-cell stage led to no fluorescence in PB2 (Fig. 2b). Then, Cy5-labeled full-length *gfp* mRNA (710 nucleotides (nt)) was injected into PB2 or the zygote at the early or late one-cell stage. Results showed that, regardless of the injection stage, Cy5 signal existed only in the injected cell but was hardly seen in the un-injected cell(s) (Fig. 2c), suggesting that *gfp* mRNA should be unable to transfer between PB2 and the zygote. Notably, GFP protein translated from Cy5-*gfp* mRNA injected into PB2 was seen in PB2, supporting the notion that PB2 has the translation activity. When the RNA size was reduced to 100–500 nt, a size-dependent zygote-to-PB2 transport efficiency was observed (Supplementary Fig. S2a and b). Then, we tested *miR21-3p*, a 22-nt microRNA. We found that bidirectional transportation of Cy5-*miR21-3p* between PB2 and the zygote mainly happened at the early one-cell stage, became weaker at the late one-cell stage and did not happen if injected at the two-cell stage (Fig. 2d). Besides, transportation of injected FITC-labeled morpholino oligonucleotide (25-nt) behaved similarly (Supplementary Fig. S2c). Thus, transportability of RNAs between PB2 and the zygote might largely depend on the RNA size and developmental stage.

### Protein and RNA transport may depend on the mid-body

Microtubules, the tubulin polymers, play important roles in many cellular processes including cell division and macromolecules and vesicles transportation [25]. During extrusion of PB2 in the mouse zygote, the meiotic spindle-derived mid-body with bundles of microtubules forms to transiently connect PB2 and the zygote [26]. To test the possible implication of the mid-body in the PB2–zygote exchange of proteins and RNAs, we treated early zygotes for 3 h with the microtubule inhibitor nocodazole to disrupt the mid-body. The mid-body was absent after nocodazole treatment and could not be restored 4 h post-wash when microtubules in the cytoplasm of the zygote were reforming (Supplementary Fig. S3a and b). When early zygotes injected with Nls-mCherry protein or Cy5-*miR21-5p* RNA were incubated similarly in the presence of nocodazole, either of the injected materials failed to transport (Supplementary Fig. S3c). Therefore, protein and RNA transport between PB2 and the zygote may mainly rely on the mid-body between them.

### The PB2-attached blastomere may have an ICM fate preference

During mitosis of the mouse zygote, the first cleavage furrow usually forms apart from the PB2-attached region [27], implying that PB2 is directly connected to only one daughter blastomere (pbB) but distant from the other blastomere (npbB). However, PB2 may move away from the original position on the zygote surface near and after the completion of the first cleavage [28] (see also Supplementary Fig. S4a and c), causing the uncertainty to faithfully recognize the pbB and its descendants later on. We found that an olive oil droplet injected into the area underneath PB2 (PB side) or into the opposite area (NPB side) within the zygote appeared stationary during the first cleavage and was almost entirely left in pbB or npbB at the two-cell stage, respectively (Supplementary Fig. S4b and c, and Supplementary Video S2). Thus, the injected oil droplet would allow easy identification of two different blastomeres.

We then traced the lineages of pbB’s or npbB’s descendants in several ways during early development based on oil labeling. First, an oil droplet was injected into the NPB (Group A) or the PB side (Group B) at the one-cell stage and then with a second injection of *nls-mCherry* mRNA into the blastomere without oil droplet at the late two-cell stage (Fig. 3a). The injected embryos were immunostained at blastocyst stages against mCherry and the trophectoderm (TE) marker Cdx2 together with Hoechst 33342 staining for DNA, and the Cdx2-negative (Cdx2^–^) inner cells were recognized by viewing confocal Z-slices and a 3D-reconstituted image of each embryo (Fig. 3b and Supplementary Video S3). We found that, in either injection way, the average percentage of pbB descendants in the blastocyst appeared comparable to that of npbB descendants (Fig. 3c); however, 67.8% or 56.7% of ICM cells were derived from pbB without oil or with oil, respectively, both being higher than the rate of npbB-derived ICM cells (Fig. 3d). It appeared that the oil droplet underneath PB2 might slightly interfere in the pbB differentiation into the ICM possibly due to the adverse effect on the PB2-to-zygote information transfer, and so we chose to inject oil into the NPB side in subsequent assays. In another calculating way, the chance of a pbB descendant becoming the ICM also appeared higher than that of npbB descendants (Fig. 3e). Even if both the oil droplet and *nls-mCherry* mRNA were injected into npbB at the two-cell stage, a higher proportion of Cdx2^–^ inner cells in blastocysts were derived from pbB (Supplementary Fig. S5). In contrast, when *nls-mCherry* mRNA was randomly injected into one of the blastomeres at the two-cell stage, 51.2% of the ICM cells were Nls-mCherry-positive (Supplementary Fig. S6), being unable to disclose biased contributions of different blastomeres. Second, by immunostaining injected embryos for the ICM marker Sox2 or the TE marker active Yap1, we also identified more pbB-derived Sox2-positive or Yap1-negative ICM cells (Supplementary Fig. S7). Third, we observed live embryos by confocal microscopy after injection with *CAAX-gfp* (labeling plasma membrane) and *nls-mCherry* (labeling pbB) mRNAs and identified inner cells based on their locations. Result indicated that Nls-mCherry-labeled descendants of pbB might contribute more to the ICM (Supplementary Fig. S8 and Supplementary Video S4). Finally, developmental potential test of two-blastomere reaggregates disclosed that npbB/npbB reaggregates developed with a lower blastocyst rate and that npbB/npbB- or pbB/pbB-derived blastocysts had fewer inner or outer cells than pbB/npbB-derived blastocysts (Supplementary Fig. S9), which suggests that normal pre-implantation development might rely on the co-existence of pbB and npbB. These data collectively support the idea that attachment of PB2 may demarcate the zygote asymmetry and preset pbB for the ICM lineage preference.

**Figure 3.**
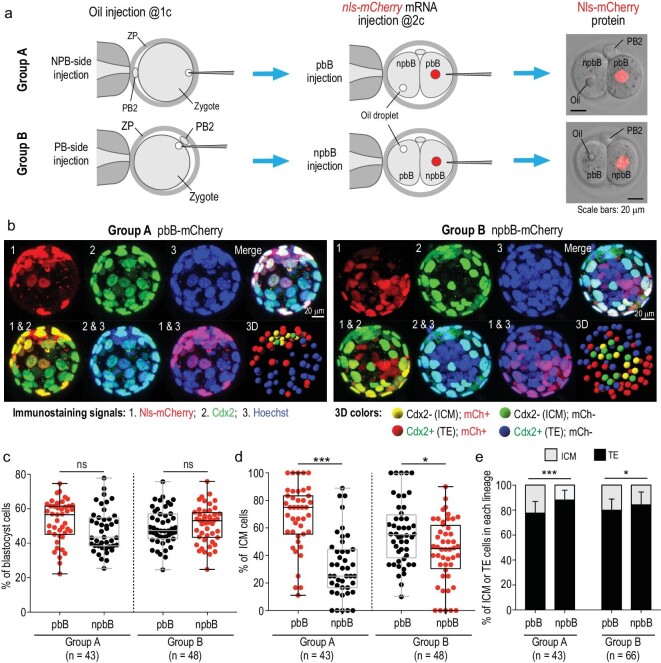
pbB descendants may contribute more to the ICM. (a) Two injection strategies. ZP, zona pellucida; pbB, polar body-attached blastomere; npbB, blastomere opposite to pbB. Right column: Nls-mCherry protein expressed from injected *nls-mCherry* mRNA. (b) Example of Z-stack confocal and 3D-reconstituted images of blastocysts after immunostaining with mCherry and Cdx2 antibodies together with Hoechst staining. The inner cells were ascertained by viewing Z-slices and 3D images from different angles (see also Supplementary Video S3). (c) and (d) Percentage of pbB- or npbB-derived blastocyst cells (c) or ICM cells (d). Each dot represents the percentage from one blastocyst. Box and whiskers plot (c) and (d), from minimum to maximum with the median indicated by the center line; box limits, upper and lower quartiles; *n*, number of observed blastocysts. (e) Proportion of ICM or TE cells derived from pbB or npbB. Statistical significance: ns, non-significant (*P* > 0.05); ^*^P < 0.05; ^***^P < 0.001.

### PB2 removal may affect pre-implantation fate bias and post-implantation development

To test whether material exchange between PB2 and the zygote is implicated in the ICM fate preference of pbB descendants, we first investigated the effect of PB2 removal on the cell fate. For all manipulations, an oil droplet was injected into the NPB side within the zygote at the one-cell stage, and PB2 was then removed at the middle one-cell (ΔPB2^@1C^) or two-cell stage (ΔPB2^@2C^) (Supplementary Fig. S10 and Supplementary Video S5), followed by injection of *nls-mCherry* mRNA into pbB (Fig. 4a, Schemes II and III). For control embryos (Scheme I), a cleft was made in the zona pellucida (ZP). Embryos without PB2 looked morphologically normal, with two-cell and blastocyst survival rates comparable to untreated embryos (Supplementary Fig. S11), which is consistent with a previous report [18]. The manipulated embryos, which hatched earlier due to the presence of a hole in the ZP, were fixed at the blastocyst stage for immunostaining against mCherry and Cdx2, and observed by confocal microscopy (Fig. 4b). Results showed that PB2 removal at either stage did not significantly alter the total number of ICM cells (Fig. 4c), the percentage of ICM cells (Fig. 4d) or the overall proportion of pbB or npbB descendants in blastocysts (Fig. 4e). However, the average percentage of pbB-ΔPB2^@1C^ descendants in the ICM appeared comparable to that of npbB descendants, while that of pbB-ΔPB2^@2C^ descendants in the ICM was still higher than that of npbB (Fig. 4f). This result suggests that removal of PB2 at the one-cell stage should gives rise to random fate choice of pbB and npbB. Importantly, the pbB-ΔPB2^@1C^ ICM fate preference in blastocysts could be restored when PB2 lysate obtained from PB2s at the late one-cell stage was injected into pbB-ΔPB2^@1C^ at the two-cell stage (Scheme IV, Fig. 4f). If PB2 lysate was injected into npbB of two-cell stage ΔPB2^@1C^ embryos (Scheme VI), npbB descendants accounted for a higher proportion of ICM cells than pbB descendants (Fig. 4f), suggesting resetting of the ICM fate preference of the pbB. These data together suggest that two blastomeres of the mouse two-cell stage embryo may acquire asymmetric cell fates and PB2 probably contains signals for promoting the ICM cell fate of pbB.

**Figure 4.**
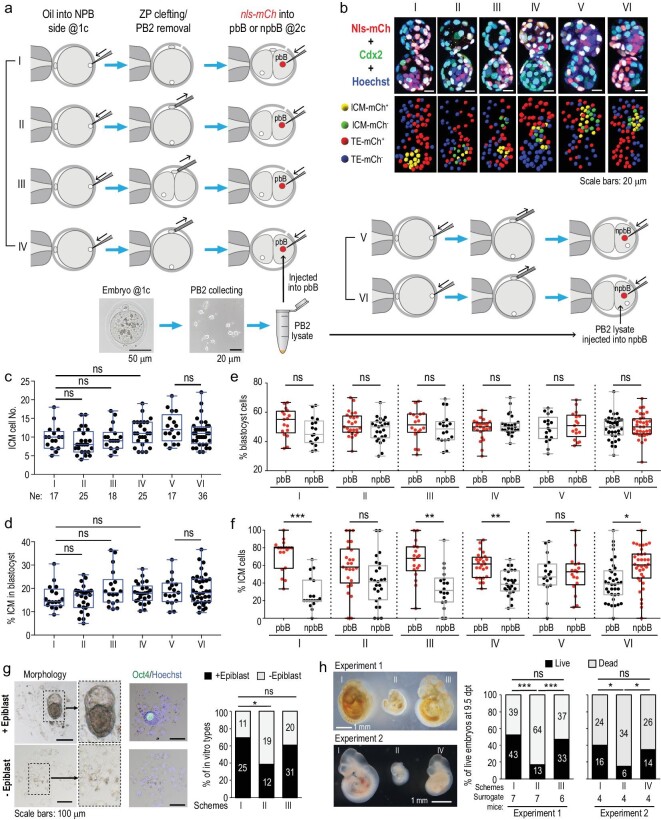
Effect of PB2 removal on pre-implantation cell-fate specification. (a) Schemes of manipulations. (b) Example of confocal images of blastocysts after immunostaining with mCherry and Cdx2 antibodies together with Hoechst staining. Note that blastocysts hatched earlier due to the hole in ZP. (c)–(f) Box and whiskers plots showing total number of ICM cells (c), percentage of ICM cells in the blastocyst (d) and percentage of pbB- or npbB-derived blastocyst cells (e) or ICM cells (f). Each dot represents the percentage from one blastocyst. (g) Effect of PB2 removal on *in vitro* post-implantation development. Embryos *in vitro* cultured to 7.5 days post fertilization were observed for morphology (left) and for Oct4 expression (middle). The percentage of embryos with an epiblast-like structure was calculated. (h) Effect of PB2 removal on *in vivo* post-implantation development. Embryos treated as shown in (a) were transferred to surrogate mice and the percentage of live embryos with normal tissues at 9.5 days post transplantation was calculated (right panel). Morphology of representative embryos is shown in the left panels. The dead embryos included non-implanted blastulas as well as implanted but deformed embryos. In the bar graphs, the total embryo numbers (pooled from several batches) are shown within the bar areas. Statistical significance: ns, non-significant (*P* > 0.05); ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001.

Given that blastocysts developed from PB2-removed zygotes look morphologically normal, we wondered whether they undergo normal post-implantation development. Through *in vitro* culture until 7.5 days post fertilization (∼E5.5), we found that the proportion of embryos with a distinguishable epiblast-like structure was 69.4% for the control embryos with a cleft, 60.8% for ΔPB2^@2C^ embryos and 38.7% for ΔPB2^@1C^ embryos, while the other embryos failed to form a cell mass with visible structure (Fig. 4g). Then, we transplanted morulae at four-cell to eight-cell stages into a single oviduct of pseudo-pregnant female mice. After failure to obtain any pups from several surrogate mice receiving ΔPB2^@1C^ morulae, we decided to dissect surrogate mice at 9 days post transplantation. We calculated live embryo rate (number of live embryos/total number of transplanted morulae). Results showed that the live embryo rate was 52.4%, 47.1% and 16.9% for control morulae with a cleft, ΔPB2^@2C^ morulae and ΔPB2^@1C^ morulae (Fig. 4h, right panel), respectively. Besides, all of the live ΔPB2^@1C^-derived embryos looked much smaller or abnormal in other aspects (Fig. 4h, left panel). The observations that ΔPB2^@1C^-derived blastocysts have ICM/TE cell numbers comparable to wild-type embryos but with different cell composition (Fig. 3c–e and Fig. 4c–f) and undergo abnormal post-implantation development (Fig. 4g and h) suggest that pbB-derived ICM/TE cells likely differ in intrinsic activity from npbB-derived cells. Importantly, ΔPB2^@1C^ embryos injected with PB2 lysate gave rise to a live embryo rate comparable to that of control embryos with a cleft after transplantation (Fig. 4h), demonstrating a potential rescue effect. Thus, PB2 may play an important role in post-implantation development.

### Blockage of PB2–zygote material exchange may affect pre-implantation fate specification and post-implantation development

As described above, protein and RNA transport between PB2 and the zygote could be blocked by transient nocodazole treatment (Supplementary Fig. S3c). We wondered whether such a non-invasive treatment could also affect the pre-implantation cell-fate determination and post-implantation development. As shown in Supplementary Fig. S12, the total cell number per blastocyst was comparable between control and treated blastocysts (Supplementary Fig. S12c); however, compared to control blastocysts with more ICM cells from pbB, blastocysts derived from nocodazole-treated zygotes had a similar number of ICM cells from pbB and npbB (Supplementary Fig. S12d). This observation suggests that material exchange between PB2 and the zygote should be important for establishing pre-implantation cell-fate asymmetry. When cultured *in vitro*, the rate of embryos with epiblast-like structure in nocodazole group was significantly lower than that in the control (DMSO-treated) group (Supplementary Fig. S12e). When transferred into surrogate mice, the rate of live embryos (all being much smaller) in the nocodazole group was much lower than that in the control group (Supplementary Fig. S12f). These results further support the idea that the PB2–zygote material exchange may be required for post-implantation development.

### PB2 may regulate embryonic development by providing pluripotency-related signaling molecules

As the above data suggest potential roles of PB2 in embryonic development, we set out to look for important molecules present in PB2. 

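RNA from PB2 and from the zygote was compared at the one-cell stage with 1 library of PB2 and 1 library of zygotes. The deposited data hold no replicates, so the spread between samples of one kind is not known here. No test was run, and every difference is a description of these 2 libraries. How many libraries entered the paper's own differential expression analysis is not stated in its text. The supplementary methods give 70 PB2s and zygotes collected from one-cell embryos. Their mRNA was converted to full-length cDNA and amplified with a single-cell kit, which raises the small RNA amount of these samples to what a sequencer needs and can change the proportions of transcripts on the way. The authors aligned the reads with HISAT2, counted them per gene with HTSeq and deposited TPM, the abundance of a gene's transcripts on a fixed total per library, in which each value is adjusted for gene length and for the total of its own library. TPM carries no record of how many reads lie behind a value, so the depth of both libraries is unknown. It also gives proportions, so a gene can rise in one library because others are lower there.
The table analysed here holds 11262 genes, fewer than the paper counts as expressed in PB2. The values of these genes add up to 898326 TPM in PB2 and 927063 TPM in the zygote, so part of each library lies in genes not analysed here. The median gene had 11.1 TPM in PB2 and 8.70 TPM in the zygote, and the 50 most abundant genes held 30.1% of a full library's TPM in PB2 and 33.5% in the zygote. TPM were deposited to 1 decimal, and the smallest value above 0 is 0.1, which makes ratios of genes under 1 TPM coarse. Genes were compared by log2((PB2 TPM + 1)/(zygote TPM + 1)), called the log2 ratio from here on. The pseudocount of 1 keeps genes near 0 from giving extreme ratios and understates their change. The 10645 genes with a TPM of at least 1 in either library were compared.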

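With a gene taken as expressed at a TPM of at least 1, 10260 genes were expressed in PB2 and 9934 in the zygote, and 9549 were expressed in both. The shared genes made up 93.1% of the genes expressed in PB2 and 96.1% of those expressed in the zygote. The 711 genes that reached 1 TPM in PB2 alone were mostly of low abundance there, with a median of 1.80 TPM and a highest value of 12.4 TPM, for Rnf123. The share depended on the threshold, and at a TPM of at least 5 it was 86.8% of 7480 genes. It moved most with any TPM above 0 counted as expressed, where 11181 genes were expressed in PB2 and 11138 of them, 99.6%, were also expressed in the zygote. At that threshold 43 genes were found in PB2 and listed at 0 in the zygote, with a median of 1.00 TPM in PB2 and at most 9.10 TPM, for Gm6880. In the other direction 81 genes were found in the zygote and listed at 0 in PB2, with a median of 1.6 TPM in the zygote and at most 12.9 TPM, for Igkv4-90. No gene of the table was at 0 in both libraries.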

Our RNA-seq data from PB2 and the zygote revealed that 99.67% (12 573/12 615) of genes expressed in PB2 were also expressed in the zygote. There were 1664 genes upregulated in PB2, which included those involved in multiple signaling pathways (Fig. 5a and b). 

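Of the 10645 genes compared, 2009 were at least 2-fold higher in PB2 and 861 at least 2-fold higher in the zygote, so that PB2 held 70.0% of the genes past 2-fold. The median log2 ratio of all genes compared was 0.21, above 0. With the log2 ratios centred on that median, an alternative chosen after the data were seen, 1383 genes were higher in PB2 and 1291 in the zygote, a PB2 share of 51.7%. The alternative that moved the count in PB2 most was a threshold of 4-fold, past which 264 genes were higher in PB2 and 74 in the zygote.
Among the 6259 genes with at least 10 TPM in the higher library, the 10 with the largest log2 ratios towards PB2 were Tent5b, Camsap3, Psmd3, Slc52a2, Adad2, Dtx2, Map1s, Fam83g, Usp21 and Rnf123, with log2 ratios from 2.98 to 3.71. Tent5b rose from 34.4 TPM in the zygote to 462.8 TPM in PB2, and Camsap3 from 2.80 to 46.0 TPM. The 10 with the largest log2 ratios towards the zygote were Igkv4-90, Zfp977, Fmo4, Taf15, Setmar, Vps41, Pbk, Tspan8, Zfp433 and Alg11, between -3.80 and -2.47, with Igkv4-90 listed at 0 in PB2. Vps41 had 71.0 TPM in the zygote and 10.4 TPM in PB2, and Pbk had 56.3 and 8.70 TPM.

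**Figure D1:**
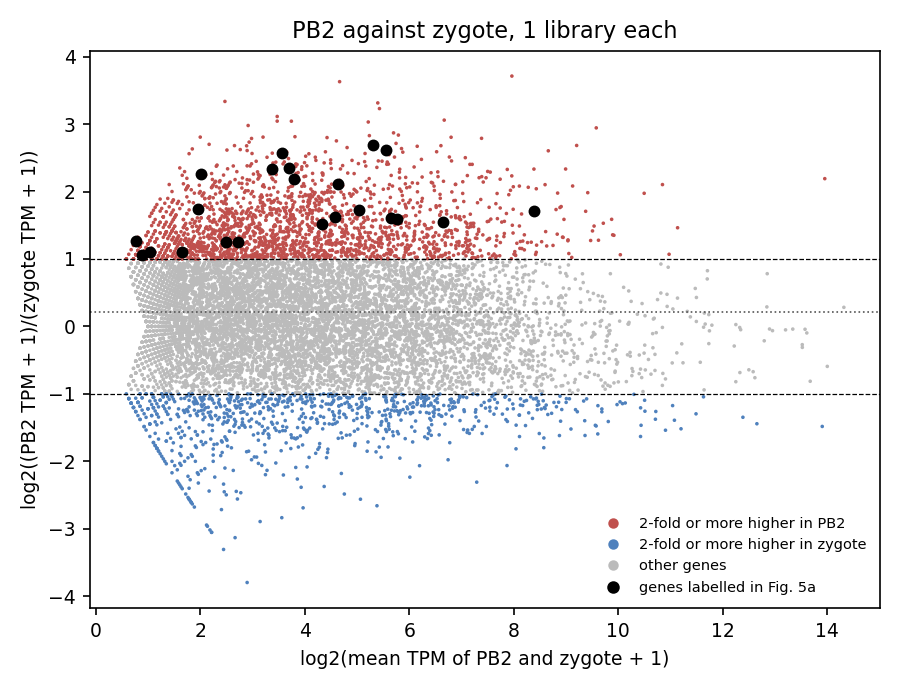
Log2 ratio of PB2 to zygote TPM (pseudocount 1) against log2 of the mean TPM plus 1, 1 point per gene, 1 library each; dashed lines mark 2-fold and the dotted line the median of 0.21. The 2009 genes past 2-fold in PB2 outnumber the 861 in the zygote, and the 22 genes labelled in Fig. 5a (black) all lie above the upper dashed line.

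The log2 ratio followed the GC content of the transcripts. Across the 10629 genes with a transcript in GENCODE M21, Spearman's rho between log2 ratio and GC content was 0.44, across genes that are not independent replicates. The median log2 ratio rose from -0.36 in the 1063 genes lowest in GC to 0.93 in the 1063 highest, and the share of genes at least 2-fold higher in PB2 rose from 3.29% to 47.2%. The 10 genes named above as highest in PB2 had a median GC content of 59.1%, against 44.1% for the 10 highest in the zygote and 49.2% over the table. With the trend on GC content removed, which also centres the ratios, 965 genes were higher in PB2, 859 of them among the 2009, and 1169 were higher in the zygote.

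**Figure D2:**
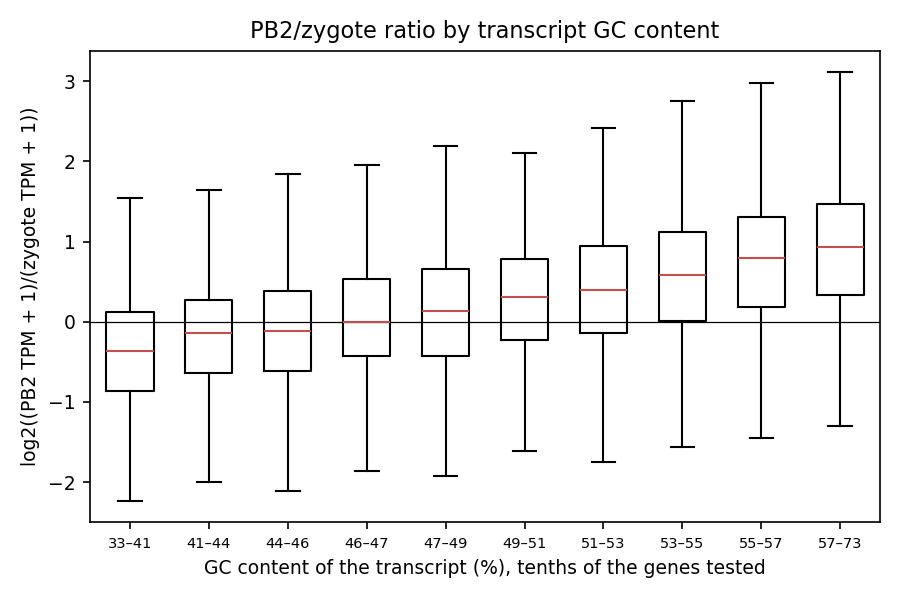
Log2 ratio of PB2 to zygote TPM (pseudocount 1) for the genes compared, in 10 groups of rising transcript GC content; boxes span the quartiles with the median in red, whiskers reach the last gene within 1.5 times the box height, and genes beyond them are not drawn. The medians rise from -0.36 to 0.93.

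Signaling pathways were examined through 8 hand-written lists of pathway components, 305 genes in all, of which 214 were compared. Of these, 69 genes, 32.2%, were at least 2-fold higher in PB2, against 18.9% of all genes compared, and 8 were at least 2-fold higher in the zygote. The median log2 ratio was 0.75 for Notch (30 genes), 0.74 for Hippo (25), 0.55 for adherens junction (27), 0.51 for Wnt (23), 0.47 for Jak-STAT (18), 0.46 for PI3K-Akt and insulin (28), 0.44 for TGF-β (22) and 0.42 for MAPK (45). Of the genes written down, 29 of 52 for Wnt and 18 of 40 for TGF-β were not analysed here. Among 10000 random lists of the same size matched on mean expression, the Notch list stood at percentile 99.7 and the Hippo list at 98.2, and the other lists lay between 83.5 and 95. Of the genes labelled in Fig. 5a, which the study picked from these libraries, 17 are members of these lists. All 17 are among the 69 genes at least 2-fold higher in PB2, so the choice raises the share of 32.2%. Without these genes the Wnt list fell to percentile 67.0 and the TGF-β list to 66.9, while Notch and Hippo, which hold none of them, stood at 99.6 and 98.4. The removed genes were chosen as higher in PB2, so their removal could only lower the median of a list that held them. The fall therefore does not tell whether the rest of the Wnt or TGF-β list is shifted. Matched on GC content as well, the full Notch list stood at percentile 95 and the Hippo list at 98.1. The full Wnt list stood at 71.7, and the other lists lay between 66.8 (Jak-STAT) and 92.7 (adherens junction).
The paper compared the libraries to look for molecules present in PB2 that could act on the embryo, and states that the genes upregulated in PB2 include members of multiple signaling pathways (Fig. 5b).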

By RT-qPCR analysis, we confirmed enhanced expression levels of a set of pluripotency-related genes in PB2, including Wnt, transforming growth factor β (TGF-β) and mitogen-activated protein kinase (MAPK)-pathway components (Fig. 5c). 

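Wnt7a (ENSMUSG00000030093) lies on the minus strand of chromosome 6 of GRCm38, from 91363981 to 91411363 in GENCODE M21, and its longest protein-coding transcript has 4 exons and 3172 nucleotides. It had 0.80 TPM in the zygote and 5.00 TPM in PB2, a log2 ratio of 1.74 with the pseudocount of 1. The ratio of the deposited values was 6.25, and their rounding to 1 decimal allows any ratio between 5.82 and 6.73. With a pseudocount of 0.01 the log2 ratio was 2.63, so its size depends on how values under 1 TPM are treated, while it stayed above 1 under each alternative tried. Of the 10645 genes compared, 476 had a larger log2 ratio than Wnt7a. It was of low abundance in PB2, where 66.1% of the genes of the table had a higher TPM. The Wnt7a transcript has a GC content of 55.4%, and with the trend on GC content removed its log2 ratio was 1.04.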

Among those, Wnt7a attracted our attention due to its prominent enrichment in PB2 and implication of Wnt signaling in mouse early embryogenesis [29,30]. We found that overexpression of *Wnt7a-HA* mRNA in pbB of nocodazole-pretreated two-cell stage embryos led to regaining of the pbB descendants’ ICM fate preference (Fig. 5d–g); when transferred to surrogate mice, overexpression of *Wnt7a-HA* mRNA in pbB of PB2-removed embryos generated only smaller live embryos with a rate of 33.3% (18/54) at 9.5 days post transplantation, which was not significantly higher than the rate (25.9% or 14/54) for PB2-removed blastulas (Fig. 5h and i). The Wnt7a failure to rescue post-implantation development is likely ascribed to the inappropriate activity level and duration of ectopic Wnt7a or to the lack of other factors enriched in PB2.

**Figure 5.**
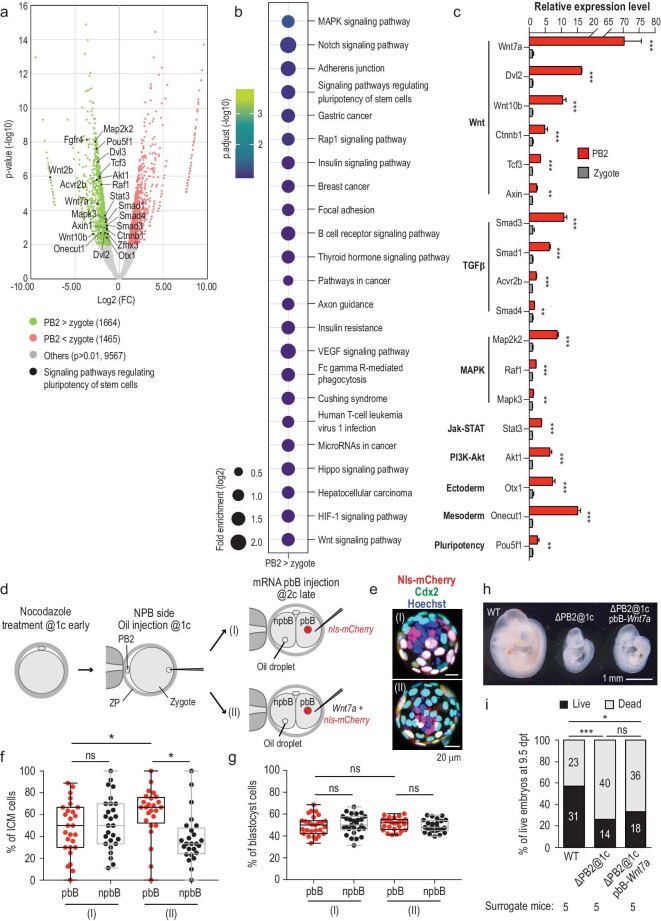
Identification of potential regulators provided by PB2. (a) Volcano plot of differentially expressed genes between PB2 and the zygote at the one-cell stage. The analysis was based on RNA-seq data of PB2 and the zygote. Some genes involved in the pluripotency of stem cells were upregulated in PB2 and marked by black dots in the plot. (b) Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of genes highly expressed in PB2. (c) RT-qPCR analysis of some genes that were enriched in PB2 and related to signaling pathways regulating the pluripotency of stem cells. (d) Illustration of manipulations for testing Wnt7a overexpression effect. Embryos were treated with nocodazole for 3 h at the early one-cell stage. Then oil was injected to label the NPB side of the embryos. *Wnt7a-HA* mRNA was injected into pbB together with *nls-mCherry* mRNA at the late two-cell stage (II). For the control group, *nls-mCherry* mRNA was injected into pbB (I). (e) Examples of immunostained blastocysts in each group. (f) and (g) Percentage of pbB- or npbB-derived ICM cells (f) or blastocyst cells (g). Each dot represents the percentage from one blastocyst. (h) Morphology of representative live embryos dissected from surrogate mice. Wild-type (WT) embryos with PB2 removed at the one-cell stage (ΔPB2@1c) or ΔPB2@1c embryos with Wnt7A mRNA injection into pbB at the two-cell stage were transferred to surrogate mice and the mice were dissected at 9.5 days post transplantation. (i) Percentage of live embryos with normal tissues and dead embryos (non-implanted or deformed) at. 9.5 days post transplantation in each group. Statistical significance: ns, non-significant (*P* > 0.05); ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001.

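The 22 genes labelled in the volcano plot of Fig. 5a had a higher TPM in PB2 than in the zygote, and each was at least 2-fold higher with the pseudocount of 1. Their median log2 ratio was 1.67, from 1.06 for Wnt10b to 2.70 for Akt1. It exceeded the medians of 10000 random lists matched on mean expression, which centred on 0.23. The study labelled these genes because they were upregulated in the same libraries, so that position follows from the choice and is not independent evidence. Their transcripts had a median GC content of 55.1%, and with the trend on GC content removed 14 of the 22 were at least 2-fold higher in PB2 and the median was 1.22.
The abundance of these genes differed widely. Mapk3 rose from 155.4 TPM in the zygote to 513.3 TPM in PB2, Ctnnb1 from 50.2 to 149.3 TPM, Pou5f1 (which encodes Oct4) from 12.2 to 80.0 TPM and Akt1 from 9.60 to 67.7 TPM. Smad3 rose from 25.9 to 80.3 TPM, Smad4 from 23.7 to 74.3 TPM, Stat3 from 14.4 to 49.7 TPM, and Smad1 from 10.7 to 35.1 TPM. Axin1 went from 9.40 to 28.9 TPM, Tcf3 from 4.00 to 21.8 TPM, Dvl3 from 3.30 to 20.8 TPM, Map2k2 from 2.4 to 19.2 TPM and Acvr2b from 2.4 to 16.2 TPM. In PB2, 8 of the genes stayed under 10 TPM, and 5 of the 22 were under 1 TPM in the zygote. Fgfr4 rose from 0.40 to 5.70 TPM, which with rounding allows a ratio between 12.6 and 16.4. Wnt10b went from 0.20 to 1.5 TPM, a ratio between 5.80 and 10.3, and Onecut1 from 0.30 to 1.80 TPM, a ratio between 5.0 and 7.4. Wnt2b was listed at 0 in the zygote and had 1.40 TPM in PB2. Zfhx3, Otx1 and Dvl2 had ratios of 2.86, 3.00 and 3.30. All 18 genes of Fig. 5c are among the 22. Actb, the internal control of the RT-qPCR, had 120.0 TPM in the zygote and 134.8 TPM in PB2, a log2 ratio of 0.17.

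**Figure D3:**
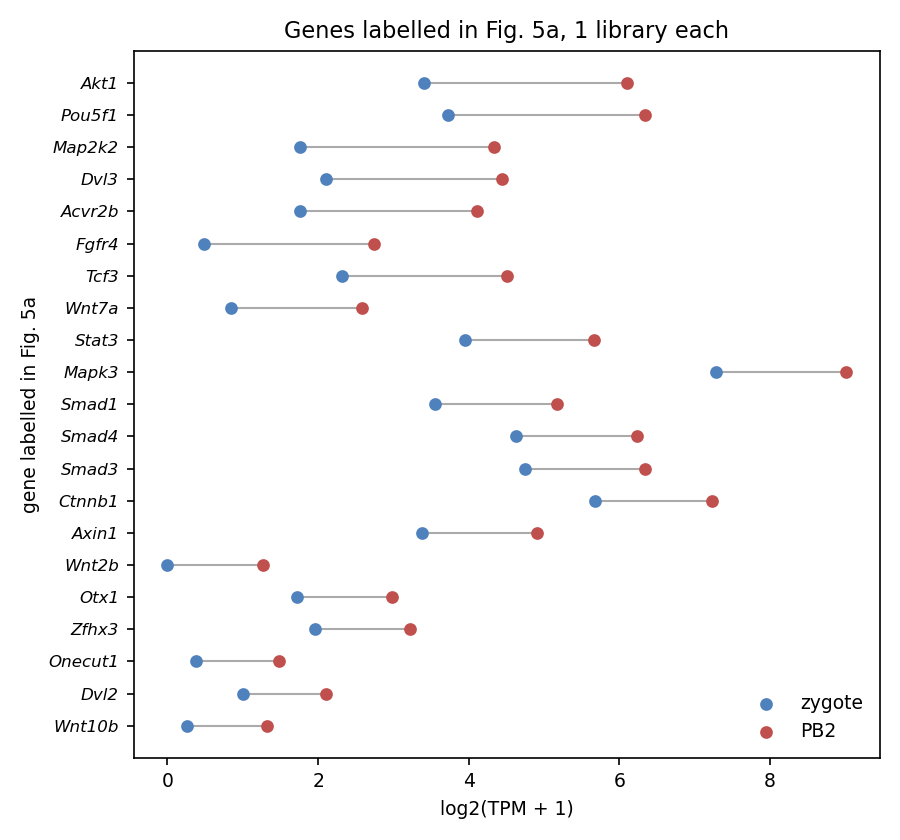
Log2(TPM + 1) of 21 genes labelled in Fig. 5a in the zygote (blue) and PB2 (red), 1 library each, ordered by log2 ratio, with a grey line joining the values of a gene. Each gene lies further right in PB2, by 1.06 (Wnt10b) to 2.70 (Akt1).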

## DISCUSSION

It is well accepted that PB2 extrusion from the mammalian oocyte upon fertilization aims to ensure the generation of haploid female pronucleus without direct contribution to embryonic development. In this study, we have demonstrated that PB2 in the mouse zygote may help to break the symmetry of the zygote through PB2–zygote material exchange, endowing pbB with the ICM lineage preference (Fig. 6).

**Figure 6.**
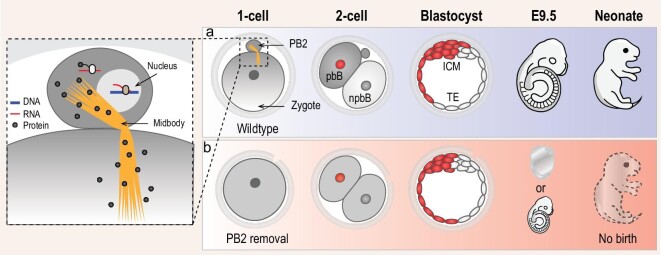
Model of PB2 function. (a) Normal developmental process of the zygote with PB2. Proteins translated from mRNAs in PB2 may transport to the zygote and probably form gradients along the animal–vegetal axis, resulting in higher amounts in pbB and lower amounts in npbB at the two-cell stage. Then, pbB may give rise to more ICM cells than npbB in the blastocyst that would develop normally. (b) Abnormal development of the zygote without PB2. Following PB2 removal, the zygote does not receive PB2-derived proteins, probably resulting in loss of asymmetry between pbB and npbB. In this scenario, the blastocyst looks morphologically normal but the ICM consists of a comparable number of pbB and npbB descendants; this blastocyst may undergo implantation failure or embryonic death, or form a small fetus that cannot survive to birth.

We have demonstrated that the mouse PB2 might have retained translation and transcription activities. Although bidirectional material exchange happens between PB2 and the zygote during the first cleavage period, the PB2-to-zygote transport is likely to be more important for embryonic development because this directional transport is faster (Supplementary Video S1) and PB2 removal has an obvious adverse effect that could be rescued by PB2 lysate (Fig. 4). Given that the tiny size of PB2 would not allow storage of large amounts of proteins, it is most likely to be PB2-containing mRNAs that each may synthesize thousands of protein molecules within a short time for transporting to and functioning in the zygote. We hypothesize that some PB2-derived proteins may form gradients in the zygote through special mechanisms, which then would asymmetrically pass on to daughter blastomeres and cause the cell-fate bias. We have identified many PB2-enriched gene transcripts and some of them are related to cell pluripotency (Fig. 5a–c). Development of approaches for blastomere-specific depletion and controllable overexpression of those genes will be needed to investigate their functions and underlying mechanisms in the future.

In our study, we adopted two approaches to disrupt the potential function of PB2, i.e. physical removal of PB2 and transient nocodazole treatment of the fertilized egg. The former handling might result in the leakage of some cytoplasmic components of the zygote and the effect of mechanical stress, while the nocodazole treatment might exert other unknown, nonspecific effects. To confirm PB2 function, therefore, other approaches could be sought to disrupt PB2 bioactivity in the future, e.g. by laser inactivation of PB2.

We performed the above experiments in the mouse inbred strain C57BL/6N. To exclude the possibility of strain-specific PB2 function, we briefly repeated some experiments in the mouse ICR outbred strain. Results also confirmed the PB2–zygote protein/RNA transport feature and the ICM fate bias of the pbB (Supplementary Fig. S13). However, we currently do not know whether PB2 function is conserved in other mammalian species, in particular in human.

## METHODS

Detailed materials and methods are available in the Supplementary Data.

## Data availability

The RNA-seq data have been deposited on the NCBI database with an accession number GSE182918. The other data are available within the article and supplementary information files.

## Supplementary Material

nwac003_Supplemental_Files Click here for additional data file.

# Supplementary material for: The second polar body contributes to the fate asymmetry in the mouse embryo
**Source:** Natl Sci Rev. 2022 Jan 10;9(7):nwac003. doi: 10.1093/nsr/nwac003
**Supplement:** nwac003_Supplemental_Files

# SUPPLEMENTARY INFORMATION FOR

**The second polar body contributes to the fate asymmetry in the mouse embryo**

Hongbin Jin^1,4^, Yang Han^1,4^, Huasong Wang^1^, J. Xiao He Li^1^, Weimin Shen^1^, Lin Zhang^1^, Luxi Chen^1^, Shunji Jia^1^, Ping Yuan^2^, Hui Chen^2^, Anming Meng^1,2,3^*

**This PDF file includes:**

Methods

Supplementary Table S1

Supplementary Figures S1-S13

Captions for Supplementary Movies S1-S5

METHODS

**Mouse embryo collection**

The mouse strain C57BL/6N were usually used until otherwise stated (the mouse ICR outbred strain for Fig. S13). Mice were maintained on a 12/12-hour light/dark cycle, 22-26℃ with sterile pellet food and water ad libitum. 12-14 g female mice were super-ovulated by intraperitoneal injection of 10 IU pregnant mare serum gonadotropin (PMSG, Sansheng Biological Technology, 21958956) and 10 IU human chorionic gonadotrophin (HCG, Sansheng Biological Technology, 110041282) at the interval of 47.5 h. Then, the female mice were mated with 8 to 20-week-old male one to one. Embryos were collected from the oviduct of female mice with a vaginal plug in the morning, and granule cells were removed by digestion with 300 μg/mL hyaluronidase (Sigma，H4272) in M2 media (Merck Millipore, MR-015-D). Fertilized embryos with the second polar body were picked out and cultured in 30 μL KSOM (Merck Millipore, MR-121-D) droplet covered by mineral oil (Sigma, M8410) in 37°C incubator filled with 5% CO_2_.

Developmental stages of embryos were defined as follows: early 1-cell stage, 18-21 hours post HCG injection (hpi) or 9-12 hours post fertilization (hpf); late 1-cell stage, 26-29 hpi or 17-20 hpf; late 2-cell stage, 48-50 hpi or 39-41 hpf.

**Drug treatments**

To inhibit transcription, embryos with PB2 were treated in 100 μM α-amanitin (Cayman, 17898, dissolved in water) in KSOM for 3 h during late 1-cell stage or 2-cell stage. Embryos treated by α-amanitin survived through the first cell cleavage but could not develop to 4-cell or later stages. To disrupt microtubules, embryos with PB2 were treated in 25 μM nocodazole (Selleck, S2775, dissolved in dimethylsufoxide (DMSO)) in KSOM during early 1-cell stage; addition of DMSO was used as the control. After 3-h treatment, embryos were washed with normal KSOM three times.

**Nascent RNA and protein detection**

Cell-Light^TM^ EU Apollo567 RNA imaging kit (RIBOBIO, C10316-1) was used to label and detect nascent RNA in mouse embryos. Embryos at each stage were treated with 500 μM EU/KSOM for 3 h. After washing 3 times in KSOM, embryos were fixed with 4% paraformaldehyde and permeabilized with 0.5% Triton X-100 for 30 min at room temperature. After staining with EU staining solution under dark condition for 30 min, embryos were washed 3 times with PBS containing 0.5% Triton X-100.

To identify newly synthesized peptides in embryos, embryos were treated in 1 μg/mL puromycin (Merck Millipore, 540411-25MG) diluted with KSOM medium for 3 h at each stage before fixation in 4% paraformaldehyde. Then, incorporated puromycin was detected by immunostaining with anti-Puromycin Clone12D10 AF488 (Merck Millipore, MABE343- AF488, 1:200) antibody after cell permeabilization in 0.5% Triton X-100/PBS. Nuclei/DNA were stained with DAPI (Enzo, BML-AP402-0010) or Hoechst 33342 (Sigma, B2261). All the images were taken under a Zeiss 710 META confocal microscope and figures were processed by Imaris.

**Polar body injection**

The needle tip for polar body injection should be thinner than that for zygote injection. During injection, PB2 should lie on the 3 o’clock direction. Importantly, the embryo holder, PB2 and needle tip should be in a line at the same focal plan, so that the needle could easily penetrate into PB2. Besides, a gentle electric shock from Eppendorf PiezoXpert was needed. Thick needle tip, strong electric shock or large injection volume should be avoided as they would break PB2.

**Injection of protein and RNA**

Protein or RNA could be directly injected into PB2 or the zygote at the 1-cell stage. For tracing pbB or npbB descendants, *nls-mCherry* RNA was injected into pbB or npbB at the late 2-cell stage; if injected at the early 2-cell stage, the Nls-mCherry protein signal might transmit to the uninjected blastomere, losing labeling specificity.

*Cy5-miR-21-5p* (5’-UAGCUUAUCAGACUGAUGUUGA3-’) and *Cy5-miR21-3p* (5’-CAACAGCAGUCGAUGGGCUGUC-3’) were synthesized by GenScript. FITC-morpholino (5’-AATTCTAGATGTGACAAGCCAATGC-3’) was purchased from Gene Tools, LLC. This morpholino was designed as a control in an independent project and mouse zygotes injected with it developed normally during in vitro culture.

Concentrations of materials for injection were as follows: Nls-mCherry protein, 2 mg/ml; *nls-mCherry* mRNA and Cy5-labeled longer RNAs, 200 ng/μl; Cy5-*miR21*, 25 μM; morpholino, 1 μg/μl. The injection volume was approximately 4 pL per zygote/blastomere (with a droplet diameter of about 20 μm) or 0.1 pL per PB2 (with a droplet diameter of about 6 μm).

**pbB and npbB labeling by oil injection**

A drop of olive oil (Macklin, O815210) with a size slightly smaller than PB2 was injected into 1-cell embryos after 23 hpi. Earlier injection likely causes contact of the oil droplet to the pronucleus, in which case the oil droplet would migrate together with pronucleus and the embryo could not survive through the first cleavage. The needle for oil injection (World Precision Instruments, TW100F-4) should be thinner than that for RNA injection so that the size of an oil droplet could be easily controlled. Injection pressure from Eppendorf FemtoJet 4i ranged from 2000 to 3000 hPa and holding pressure ranged from 700 to 800 hPa depending on the opening width of the needle. No matter oil was injected into the zygote near PB2 (PB side) or opposite to it (NPB side), the position of the oil droplet should be on the line of the animal-vegetal axis and should never drift away from the axis. After completion of all injections, the position of the oil droplet should be double-checked and embryos with wrong oil position should be discarded. At the 2-cell stage, PB side injection let the oil droplet sit in pbB and NPB side injection let it stay in npbB. The injected oil droplet was approximately 12 μm in diameter (about 1 pL).

**Cell fate analysis of preimplantation embryos**

The first approach was based on confocal microscopic observation of immunostained blastocysts. When oil-injected zygotes developed to the 2-cell stage, one blastomere was injected with *mCherry* mRNA. At the 4-cell stage, embryos with mCherry fluorescence in only two of cells were cultured further and fixed at E4.5 with 4% paraformaldehyde, while embryos with all cells showing mCherry fluorescence, which most likely resulted from flow of injected *mCherry* mRNA into the uninjected blastomere at the 2-cell stage, were discarded. The fixed blastocysts were immunostained by anti-Cdx2 (BioGenex, MU392A-UC, 1:200) and anti-mCherry (Easybio, BE2027, 1:200) antibodies with nuclei stained by Hoechst 33342. Then, blastocysts were observed by confocal microscopy and multiple Z-slices were acquired. By observing acquired images from different angles, Cdx2^+^;Hoechst 33342^+^ cells, which were located in the outer layer, were defined as TE cells; and Cdx2^-^;Hoechst 33342^+^, which were located in the inner part, were regarded as ICM cells. Number of mCherry^+^ and mCherry^-^ cells in the whole embryos and ICM cells were counted. Difference in cell proportion between pbB and npbB descendants in blastocyst or ICM was analyzed by paired-sample two-tail *t*-test in Excel.

The second approach was based on live imaging. 100 ng/μl *CAAX-gfp* mRNA was injected at the 1-cell stage to label the plasma membrane, followed by oil injection into the NPB side of the zygote. Then at the 2-cell stage, *nls-mCherry* mRNA was injected into pbB to label its descendants. Olympus FV3000 confocal microscope was used to take live imaging of the embryos from the 8-cell stage onward. Embryos were incubated inside the transparent incubation box with the upper temperature of 40°C and the stage temperature of 37°C, filled with 5% CO_2_. Photo series were taken at the interval of 15 min and the movies were processed by Imaris.

**Embryo splitting and reaggregation**

ZP of 2-cell stage embryos was removed by treatment with acid Tyrode’s solution (Merck Millipore, MR-004-D). Then, the embryos were immediately transferred to 37°C pre-heated 0.25% Trypsin (AMRESCO, 0458), and pbB and oil-labeled npbB were separated by gentle pipetting and washed in KSOM media twice. Two dissociated pbBs or npbBs, or one dissociated pbB and npbB were reaggregated in a gelatin-coated 96-well round-bottom plate (Corning, 3799) filled with 50 μl KSOM media. A single reaggregated embryo was cultured in one well to avoid embryo-embryo attachment.

**Polar body removal**

PB2 removal at the 1-cell stage was performed between 24-27 hpi and 2-cell stage PB2 removal was performed between 42-45 hpi. PB2 should not be removed during early 1-cell stage because this manipulation caused a leakage of the cytosol inside the zygote and damaged the embryo. For PB2 removal, the first step was to create a cleft in the ZP. We used a thin needle to penetrate the ZP near PB2, rubbing it on the surface of the embryo holder. After the embryo dropped from the thin needle, a cleft could be observed in the ZP. Next, a thick needle, whose diameter was smaller than PB2, was put into the embryo through the ZP cleft, PB2 was then sucked into the needle and the needle was pulled out gently. For control group, only a cleft was created in the ZP. Because of the cleft, embryos hatched earlier from ZP than untreated normal embryos, resulting in 8-shaped blastocysts.

**PB lysate preparation**

At the late 1-cell stage, ZP was removed by treating in acid Tyrode’s solution (Merck Millipore, MR-004-D). Then, the embryos were transferred to the medium containing 0.25% Trypsin (AMRESCO, 0458) immediately. After continuous pipetting in trypsin, PB2 was split from the embryo. 100 PB2s were collected and lysed together in 1 μL iced hypotonic extraction buffer containing 20 mM HEPES (pH 7.5), 1 mM magnesium acetate, 10 mM potassium acetate, 4 mM dithiothreitol, and EDTA-free Protease Inhibitor Cocktail (Roche, 04693132001)^1^. The supernatant was transferred to another RNase-free tube after centrifugation at 10,000g for 10 min at 4°C.

**in vitro postimplantation embryo culture**

In vitro culture of the mouse blastocyst followed the protocol published by Ma et al. (2019)^2^, which was optimized from that reported by Bedzhov et al. in 2014^3^. The zygotes in each group were first cultured in vitro to form E4.5 blastocysts, which were then cultured on Matrigel (BioCoat, 356230)-coated dishes, filled with CMRL medium (Invitrogen, 11530-037) containing sodium pyruvate (Gibco, 11360070), GlutaMAX (Gibco, 35050079), NEAA (Gibco, 11140050), B-27 (Invitrogen, 17504-044), N-2 (Invitrogen, 17502-048), penicillin and streptomycin. During the first 2 days of culture, 10% fetal bovine serum (FBS, Merck Millipore, ES-009-B) was supplied to the medium. At the third day of culture, concentration of FBS was changed to 20%. At the fourth day, FBS was changed to 30% KSR (Thermo Fisher, 10828028) to support embryonic development.

**Embryo transplantation**

Blastulas at 4-8 cell stages (prior to compaction) were transplanted to a single oviduct of a pseudo-pregnant female mouse (ICR) on the day of vaginal plug appearance. Before surgery, surrogate mice were anesthetized with 300 mg/kg Avertin (Sigma, T48402). Each surrogate mouse received 12 to 17 embryos. 9 days after transplantation, the uterus was dissected to find and collect embryos.

**RNA sequencing and data processing**

70 PB2s and zygotes of 1-cell mouse embryos were collected as described in PB lysate preparation. Samples were collected into lysis buffer from Vazyme Single Cell Full Length mRNA-Amplification Kit (N712) for mRNA amplification. RNA libraries were prepared for sequencing using the TruePrep^TM^ DNA Library Prep Kit V2 for Illumina (Vazyme Biotech Co.,Ltd, TD503) protocol. The libraries were quantified by Qubit 2.0 and Agilent 2100, and sequenced in the Illumina NovaSeq 6000 system.

After sequencing, the Illumina Casava software was used for base-calling. 

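The deposited TPM table names each gene by its Ensembl identifier, its symbol and a description. All 11262 identifiers carry the mouse prefix ENSMUSG, and 11246 of them were found among the transcripts of GENCODE M21, an annotation of the mouse assembly GRCm38. Gene positions, transcript lengths and GC contents given with the RNA-seq results were taken from that annotation by identifier, and the 16 identifiers that were not found have none.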

RNA-Seq reads were aligned to the reference genome OryCun2.0 using HISAT2 (v2.0.4) with default parameters. Gene-level read counts were calculated using HTSeq (v0.6.1p1) based on the Ensembl gene annotation v85. DEseq2 (v1.18.1) was used for data normalization to identify differentially expressed genes.

**RT-qPCR analysis**

An aliquot of the PB2 and zygote cDNAs, which were amplified using the Vazyme Signle Cell Full Length mRNA-Amplification Kit (N712) for RNA sequencing, was used as template. A set of pluripotency-related genes that were significantly up-regulated in PB2 as revealed by RNA sequencing data were examined using specific primers (Table S1) and *Actb* as an internal control. Real-time PCR was performed using qPCR master mix with ROX (Biotium, 31042). The relative expression level was calculated by the 2^-∆∆Ct^ method.

**Immunostaining and antibodies**

For immunostaining of α-Tubulin, embryos were fixed in methyl alcohol at -20°C overnight. Embryos for immunostaining with the other antibodies were fixed in 4% paraformaldehyde at 4°C overnight. After fixation, embryos were permeabilized in PBS containing 0.5% Triton X-100 for 30 min at room. The following antibodies were used: anti-RNA polymerase II (Abcam, Ab817, 1:200); anti-RNA pol II CTD phospho Ser5 (Active motif, am61085, 1:500); anti-ribosomal RNA (DSHB, 1:24); anti-α-Tubulin (Sigma, T6199, 1:1000); anti-Cdx2 (BioGenex, MU392A-UC, 1:200); anti-Sox2 (Abcam, ab92494, 1:100); anti-active Yap1 (Abcam, ab205270, 1:500); anti-mCherry (Easybio, BE2026 and BE2027, 1:200); anti-Puromycin Clone12D10 AF488(Merck Millipore,MABE343-AF488, 1:200); anti-Mouse IgG(H+L) AF488 (Jackson, 115-545-003, 1:200); anti-Rabbit IgG(H+L) AF647 (Jackson, 111-605-003, 1:200). All the images were taken under a Zeiss 710 META confocal microscope and figures were processed by Imaris.

**Statistical analysis**

Chi-square test was applied to analyze the difference in the rate of in vitro cultured embryos or in vivo implanted embryos. All the other analyses were done by two-tail *t*-test in Excel. Particularly, proportions of pbB and npbB descendants in blastocyst and ICM were analyzed as paired-samples.

1 Zeenko, V. V. *et al.* An efficient in vitro translation system from mammalian cells lacking the translational inhibition caused by eIF2 phosphorylation. *RNA* **14**, 593-602, doi:10.1261/rna.825008 (2008).

2 Ma, H. *et al.* In vitro culture of cynomolgus monkey embryos beyond early gastrulation. *Science* **366**, doi:10.1126/science.aax7890 (2019).

3 Bedzhov, I., Leung, C. Y., Bialecka, M. & Zernicka-Goetz, M. In vitro culture of mouse blastocysts beyond the implantation stages. *Nat Protoc* **9**, 2732-2739, doi:10.1038/nprot.2014.186 (2014).

# Table S1. Primers for RT-PCR

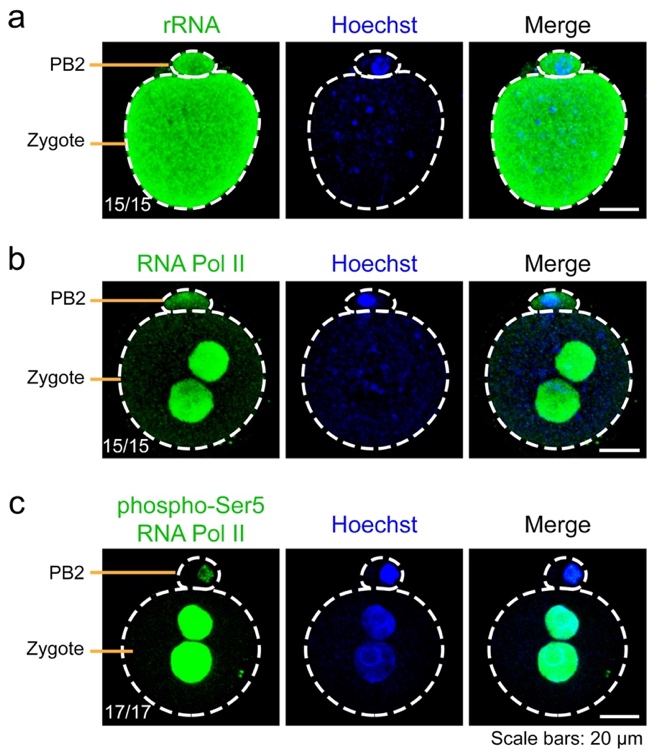

**Fig. S1. Existence of rRNA and RNA Polymerase II in PB2.** (a**)** Immunostaining result of rRNA with rRNA antibody. (b and c)**,** Immunostaining results of RNA Polymerase II with an anti-RNA Pol II CTD repeat YSPTSPS antibody (b) or anti-RNA Pol II CTD phospho Ser5 (active form) antibody (c). Immunostained embryos were observed by confocal microscopy. The ratio of embryos with the representative pattern was indicated.

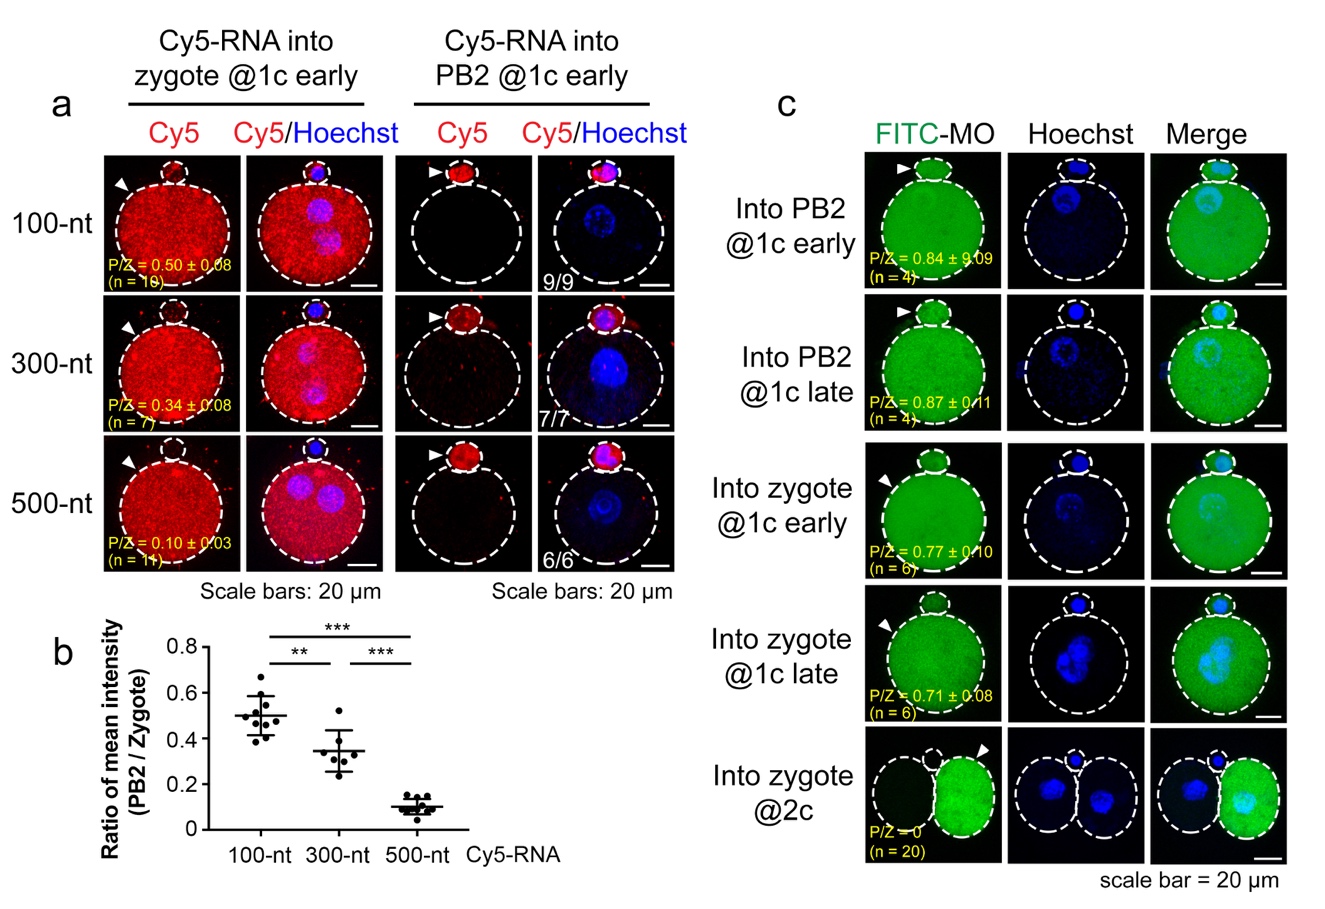

**Fig. S2. Transport of RNAs with different lengths between PB2 and the zygote.** (a and b) Transport of 100-nt, 300-nt or 500-nt RNA. RNAs derived from *mCherry* sequence were labeled with Cy5 and injected into the zygote (left panel) or PB2 (right) at the early 1-cell stage as indicated by arrowheads (a). P/Z, ratio of mean signal intensity in PB2 to that in the zygote. The P/Z ratios among different RNAs were compared statistically (b). **, p < 0.01; ***, p < 0.001. (c) Transport of a 25-nt morpholino-modified oligonucleotide conjugated with FITC (FITC-MO). FITC-MO was injected into the zygote or PB2 at early or late 1-cell stage or into one of blastomeres at the 2-cell stage as indicated by arrowheads. Embryos were observed by confocal microscopy around 4 h post-injection. The ratio of embryos with the representative pattern was indicated.

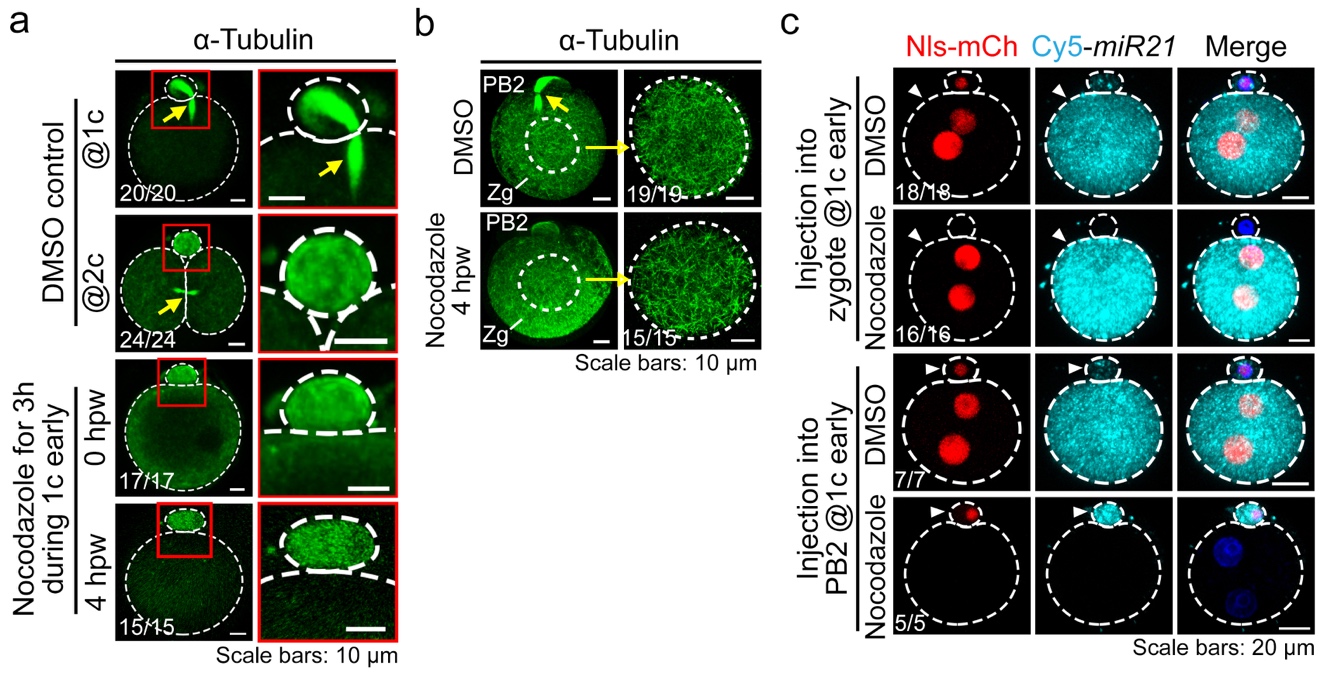

**Fig. S3. Blockage of material exchange between PB2 and the zygote by transient nocodazole treatment might be due to Disruption of the midbody.** (a and b) Disruption of the midbody by nocodazole treatment. Embryos were incubated in the presence of nocodazole or DMSO (control) for 3 h during the first cleavage period, then washed and further incubated in normal medium for 4 h until fixed for immunostaining with α-tubulin antibody. The right columns showed the enlarged area boxed in the left columns. The midbody was indicated by an arrow. hpw, hours post-wash. The immunostained embryos were observed by confocal microscopy using a 20x len (a) or 100x oil len (b). Note that the midbody was still absent at 4 h postwash (hpw) while re- formed microtubules in the cytoplasm of the zygote (b). (c) Inhibition of protein and microRNA transport between PB2 and the zygote by nocodazole treatment. Embryos at the early 1-cell stage were incubated in the presence of nocodazole or DMSO (control) for 3 h and then injected with Nls-mCherry protein and Cy5-*miR21-5p* RNA into the zygote or PB2 as indicated by arrowheads. Approximately 4 h post-injection, the embryos were observed by confocal microscopy. The ratio of observed embryos with the representative pattern were indicated in the bottom left corner in the first column.

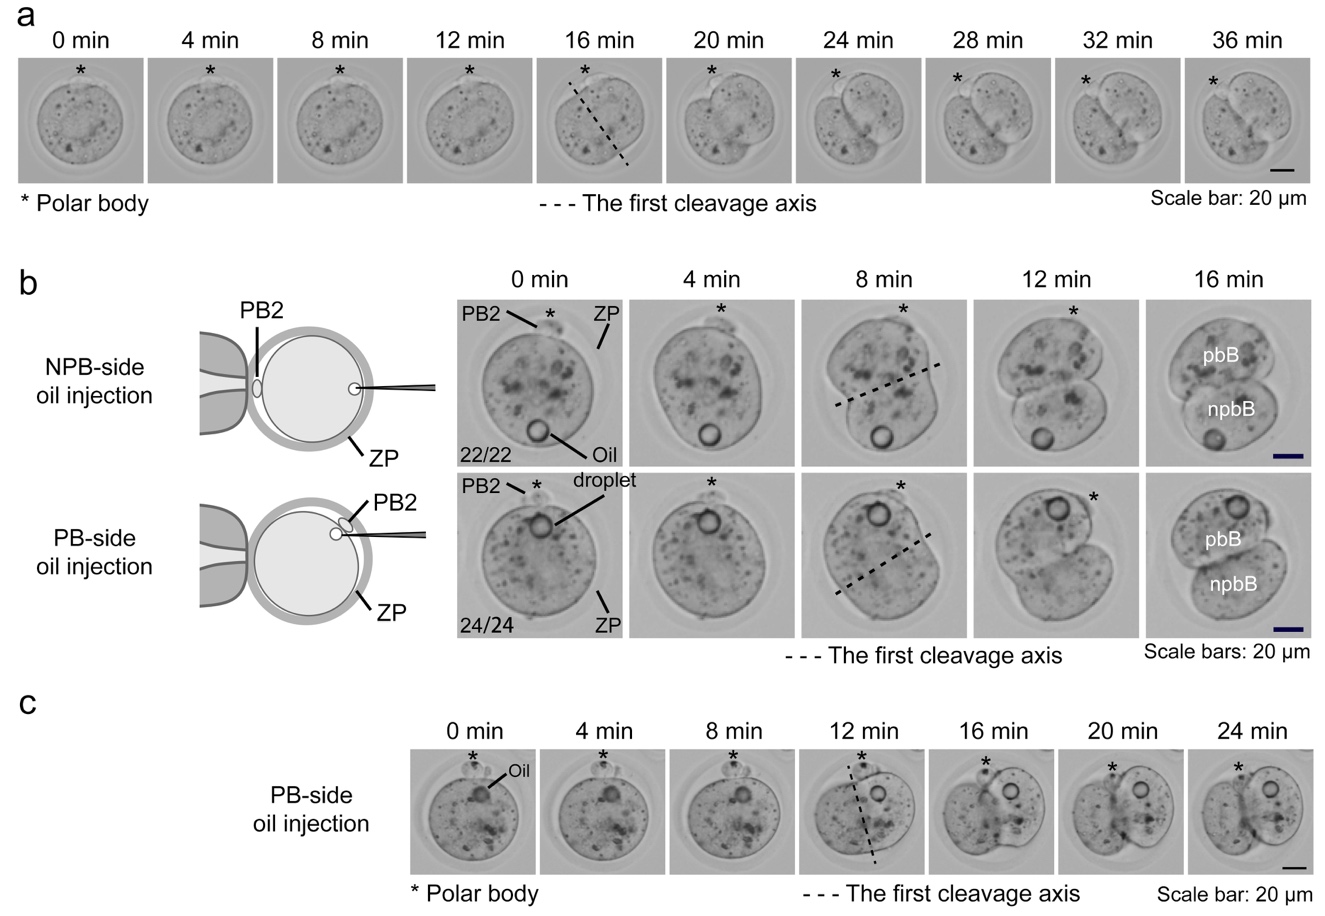

**Fig. S4. Injected olive oil droplet remains stationary during embryonic development.** (a) An example of an unlabeled zygote with PB2 located between two blastomeres at the 2-cell stage. In this case, it is not possible to determine at the 2-cell stage which blastomere is derived from the zygote part connected to PB2, making labeling of one blastomere meaningless for studying asymmetric fates of two blastomeres. (b) Oil droplet helps determine PB2-connected or unconnected area within the zygote. Left panel, illustrations of two different oil injection positions. Right top panel, an oil droplet injected into the NPB side (opposite to PB2) of the zygote; right bottom panel, an oil droplet injected into the PB2 side (just below PB2) of the zygote. Note that PB2 (indicated by *) moved away from its original position while the oil droplet stayed in the original position during development. See also Video S2. (c) An example of a PB-side labeled zygote with PB2 located between two blastomeres at the 2-cell stage. Note that the first cleavage furrow forms adjacent to PB2, and PB2 subsequently move to the junction site between two blastomeres. All embryos were shown as live images.

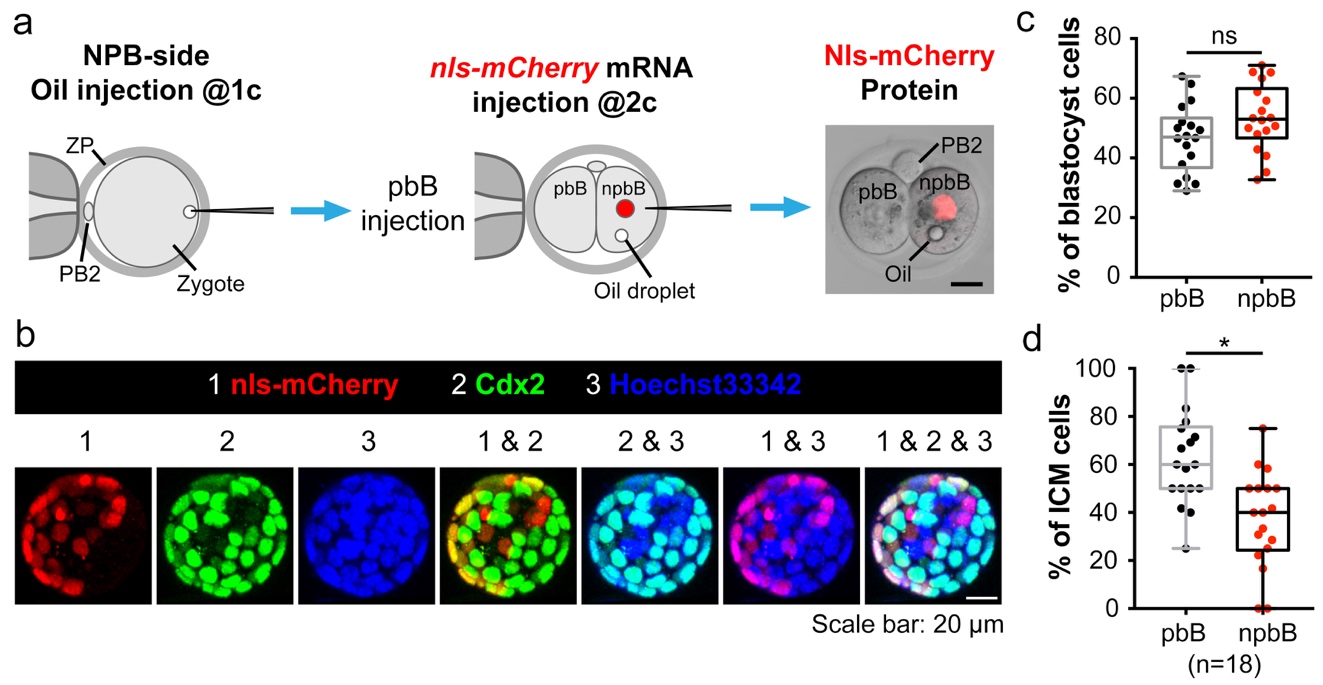

**Fig. S5. pbB without oil and RNA injection still contributes more descendants to the ICM in blastocysts than npbB.** (a) Illustration of injection procedure. Injections were performed in a way so that both the oil droplet and *nls-mCherry* mRNA were placed into npbB at the 2-cell stage to avoid possible interference of injection and injected materials with the fate of pbB. An injected embryo was shown on the right as an example. (b) Example of immunostained blastocysts. The injected embryos at blastocyst stage were subjected to immunostaining with mCherry and Cdx2 antibodies. DNA/nucleus was stained with Hoechst 33342. ICM (inner) cells were Hoechst- positive and Cdx2-negative. (c and d) Percentage of pbB- or npbB-derived blastocyst cells (**c**) or ICM cells (d). Each dot represented the percentage from one blastocyst. Box and whiskers plot, from min to max with the median indicated by the center line; box limits, upper and lower quartiles; n, number of observed blastocysts. Statistical significance: ns, nonsignificant (P > 0.05); *, P < 0.05.

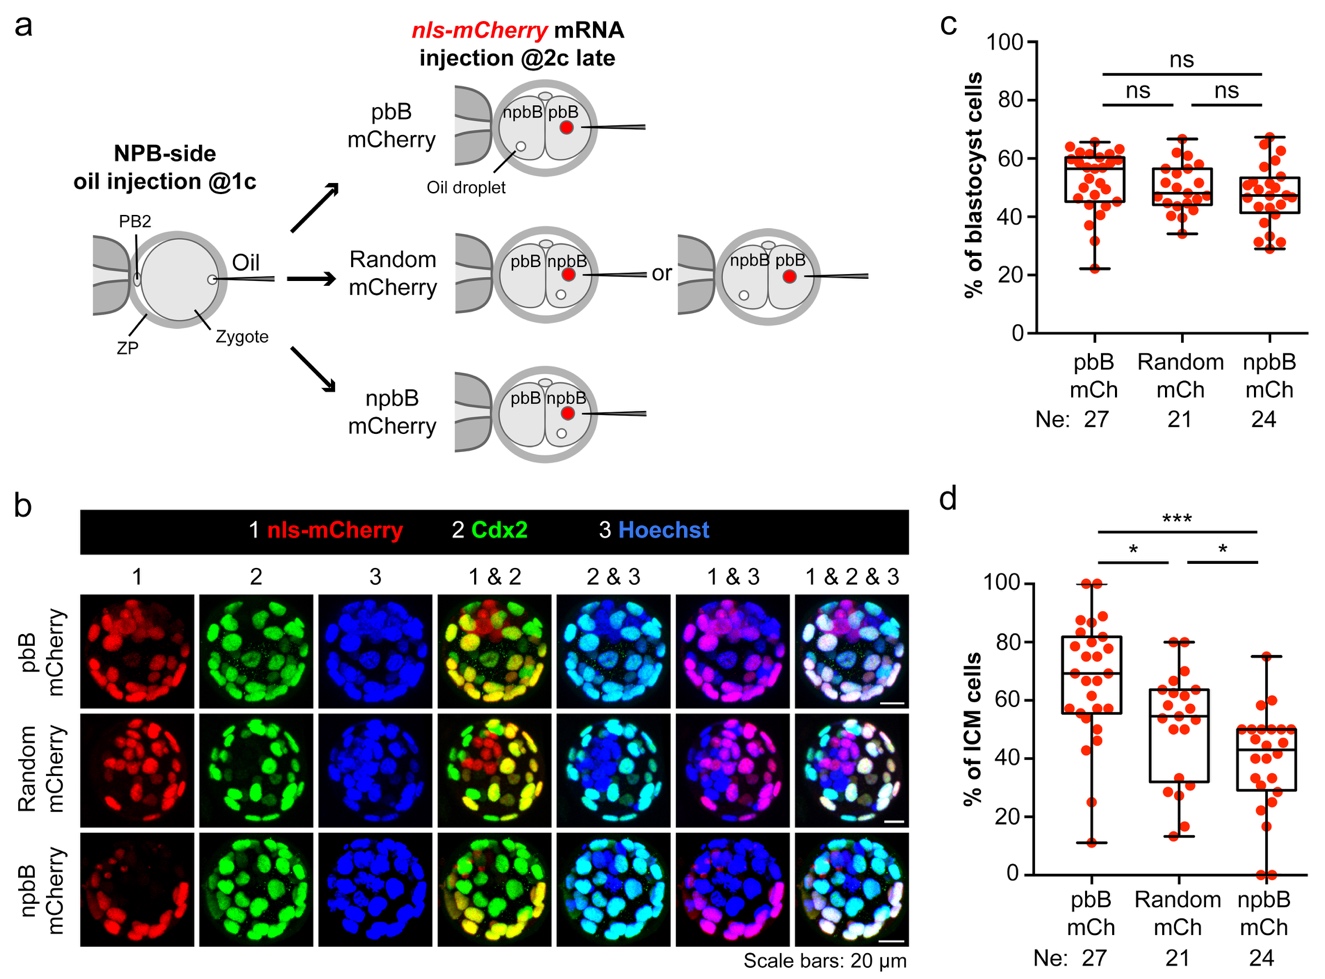

**Fig. S6. Random labeling of two blastomeres at the 2-cell stage is unable to detect biased fate differentiation at blastocyst stages.** (a) Illustration of injection procedures. After labeling NPB side by oil injection at the 1-cell stage, pbB (upper panel) or npbB (lower panel) was injected with *nls-mCherry* mRNA, or *nls-mCherry* mRNA was randomly injected to pbB or npbB (middle panel). (b) Examples of immunostained blastocysts in each group with Cdx2 and mCherry antibodies. (c and d) Percentage of blastocyst cells (c) or ICM cells (d) originated from pbB or npbB or random blastomere. Each dot represented the percentage from one blastocyst. Statistical significance: ns, nonsignificant (P > 0.05); *, P < 0.05; ***, P < 0.001. Note that random labeling failed to reveal biased contribution of labeled blastomere’s descendants to the ICM.

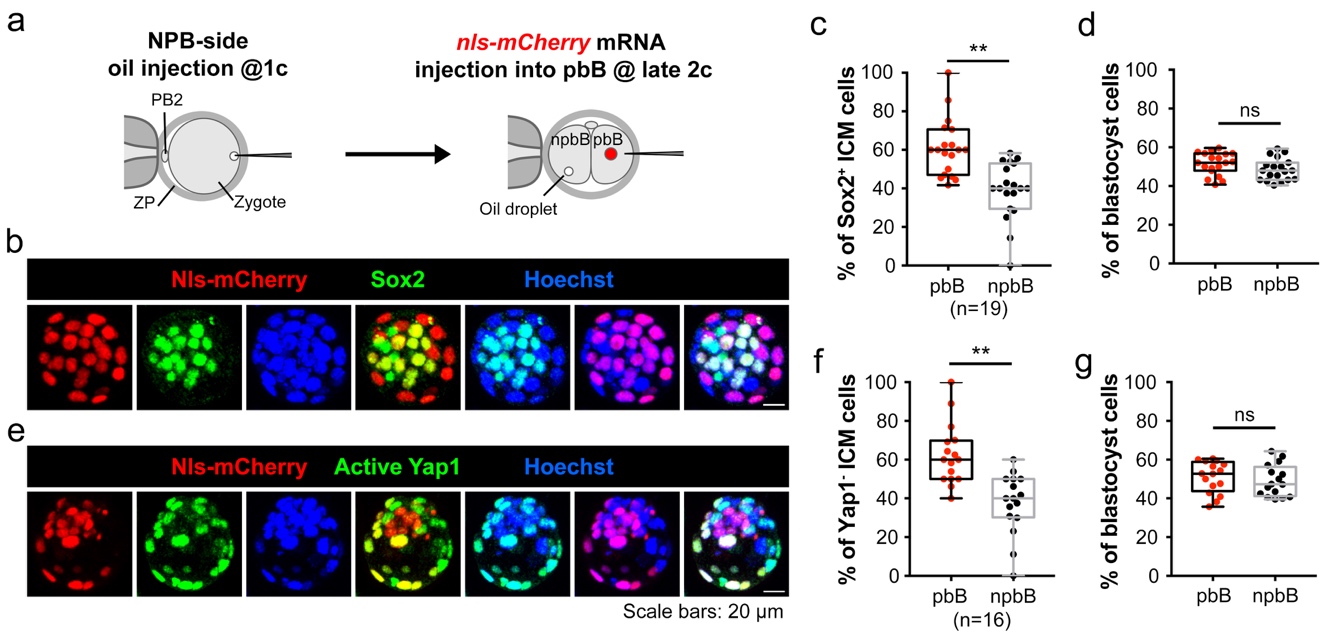

**Fig. S7. Detection of endogenous Sox2 and active Yap1 also reveals fate bias of pbB and npbB.** (a) Illustration of injection procedure. (b and e) The blastocysts were immunostained with mCherry and Sox2 (an ICM marker) antibodies (b) or mCherry and active Yap1 antibodies (e). (c and d) Percentage of Sox2^+^-ICM cells (c) or percentage of pbB- or npbB-derived blastocyst cells (d) in Sox2-immunostained blastocysts. (f and g) Percentage of Sox2^+^-ICM cells (f) or percentage of pbB- or npbB- derived blastocyst cells (g) in active Yap1-immunostained blastocysts. n, the number of observed blastocysts. Statistical significance: ns, nonsignificant (P > 0.05); **, P < 0.01.

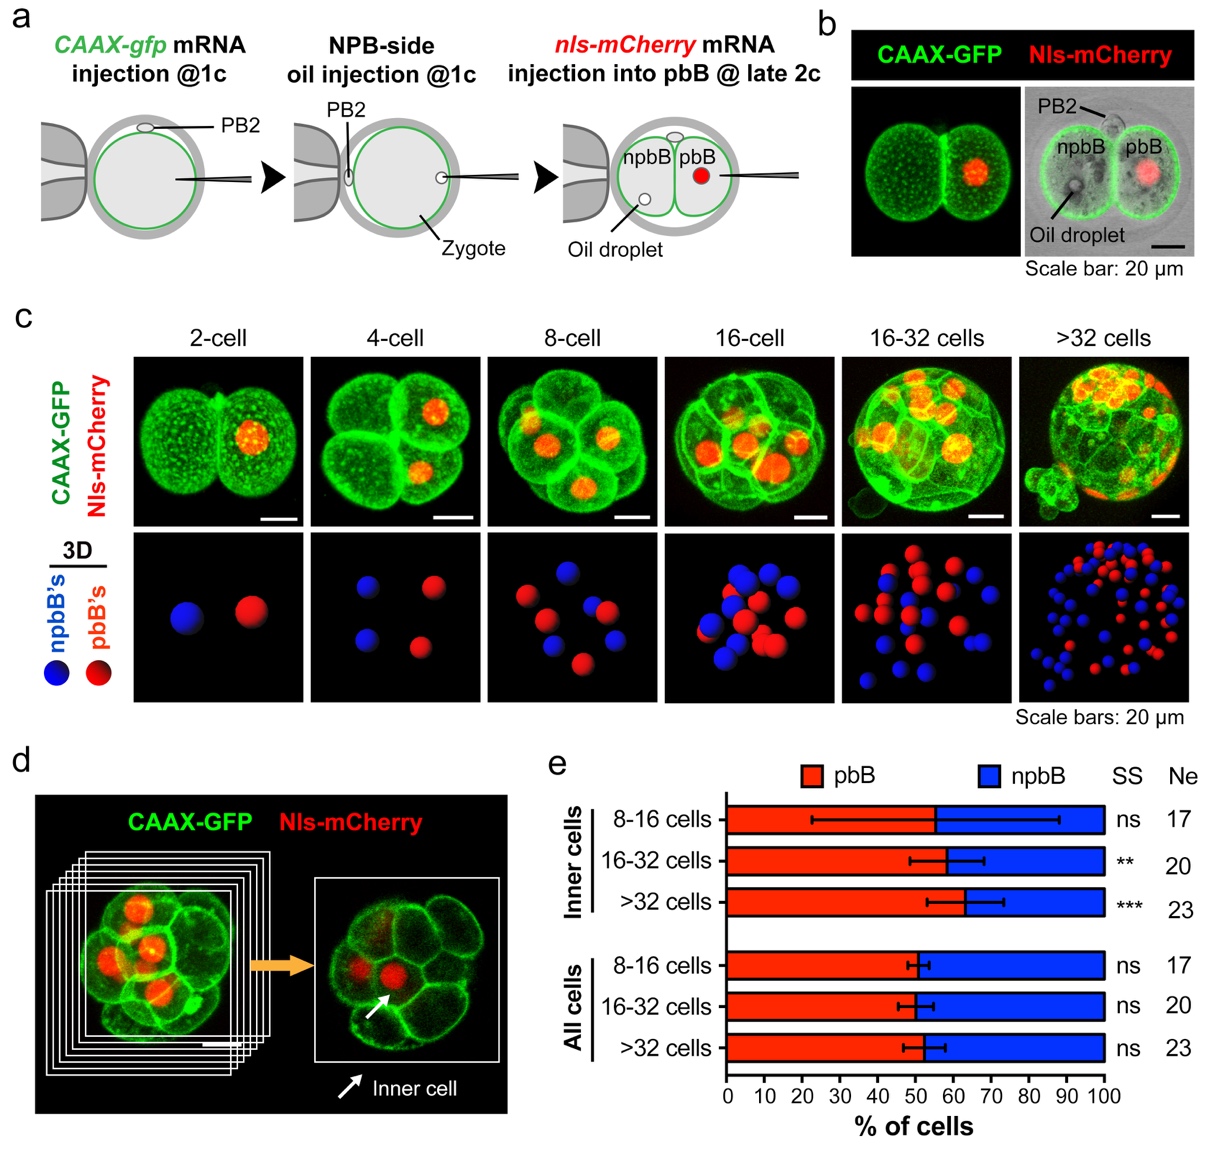

**Fig. S8. Developmental fate recognition of pbB’s and npbB’s descendants by confocal microscopic live imaging.** (a) Illustration of injection procedure. *Caax-gfp* mRNA was injected into the zygote at the 1-cell stage, followed by oil injection into the NPB side. Then at late 2-cell stage, pbB was labeled by injecting with *nls-mCherry* mRNA. (b) CAAX-GFP, Nls-mCherry and oil droplet locations in a live embryo at the 2-cell stage. (c) Confocal microscopic time-lapse images and 3-dimension (3D) reconstitutes at indicated stages (see also Video S4). Upper panel, confocal z-stack live images with Nls-mCherry signal in nuclei of pbB-derived cells; lower panel, 3D- reconstitutes of nuclei with pbB colored by red for Nls-mCherry and npbB colored by blue for no signal. (d) An example of live embryo observation. Left panel, many confocal Z-slices were obtained to constitute one Z-stack image of a 16-cell stage embryo; left panel, one slice to show clear location of an inner cell (indicated by an arrow). (e) Percentage of pbB and npbB in inner cells (upper panel) or all cells (lower panel) in each cleavage period. The judgement of inner or outer cells was done as illustrated in (d). SS, statistical significance. ns, nonsignificant (P > 0.05); **, P < 0.01;

***, P < 0.001. Ne, number of observed embryos. Note that, to avoid damaging effect of repetitive laser irradiation during a long imaging period, one batch of embryos was divided into three groups, each for imaging in one period (8- to 16-cell, 16- to 32-cell, or 32- to 64-cell).

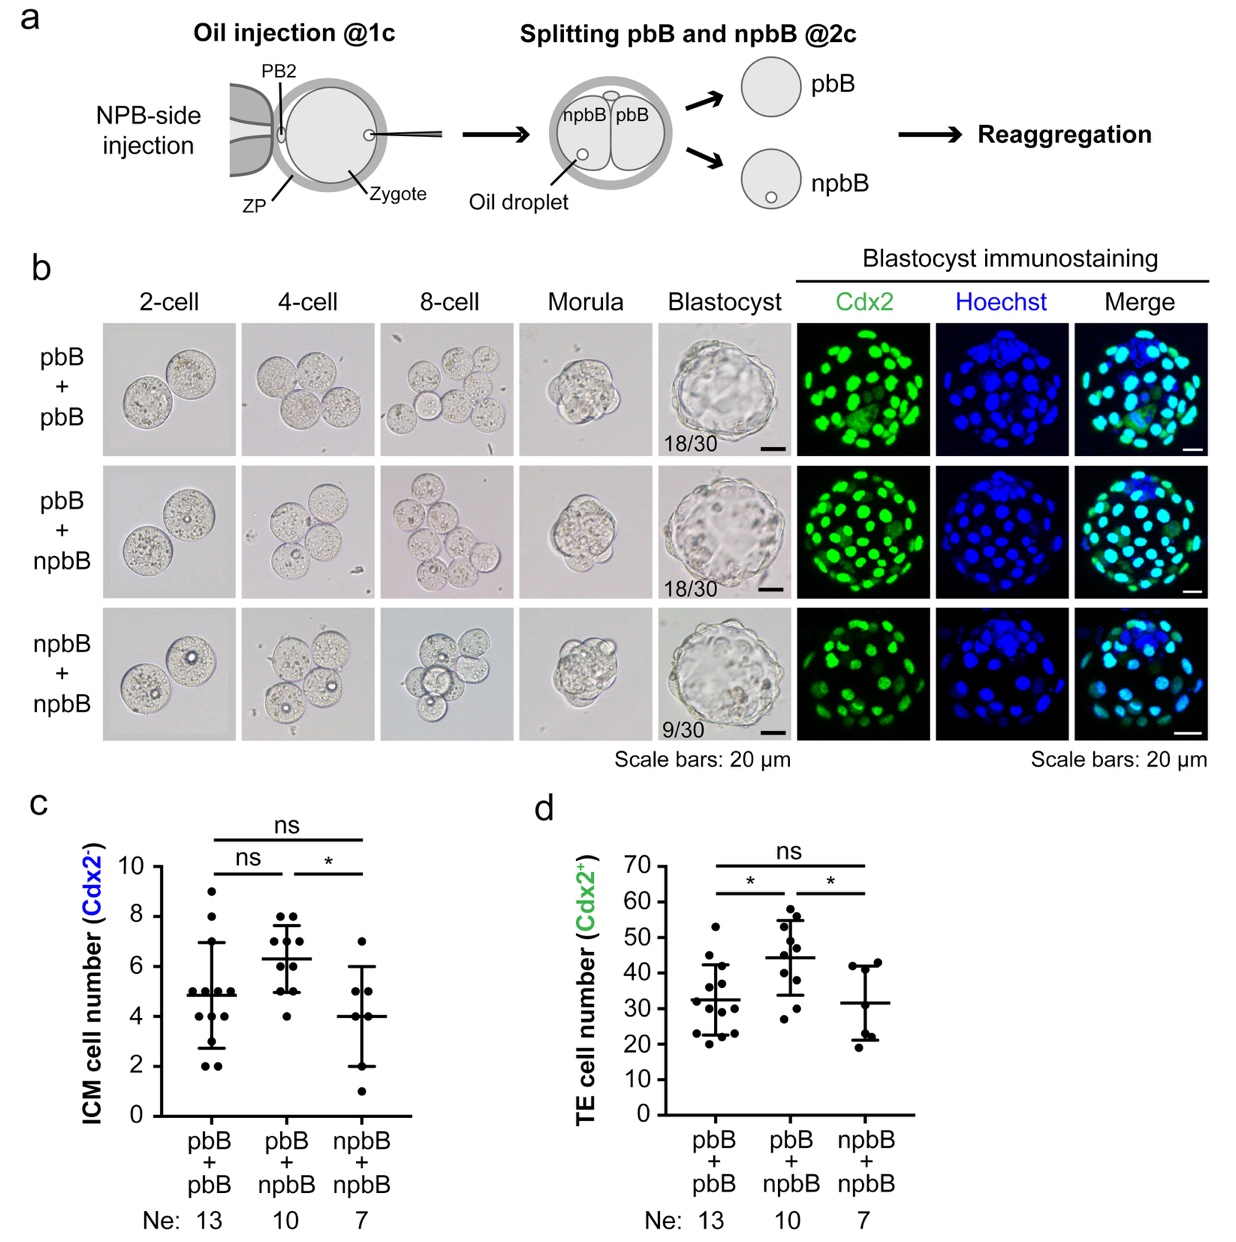

**Fig. S9. Developmental potential test of reaggregates between pbB and npbB.** (a) Illustration of experimental procedure. (b) Morphology of reaggregates at different stages and Cdx2-immunostained blastocysts. A group of about 10 2-cell stage embryos were dissociated individually and two dissociated blastomeres were transferred to a U- shaped well of a 96-well dish for culture until blastocyst stages. pbB + pbB, reaggregate from two dissociated pbBs, pbB + npbB, reaggregate from one dissociated pbB and one dissociated npbB; npbB + npbB, reaggregate from two dissociated npbBs. The ratio of survival blastocysts was indicated. The survival blastocysts were immunostained with Cdx2 antibody and nuclei were stained with Hoechst, followed by confocal microscopic observation with multiple Z-slices. (c and d) ICM (c) and TE (d) cell numbers of reaggregate-derived blastocysts. ns, nonsignificant (P > 0.05); *, P < 0.05.

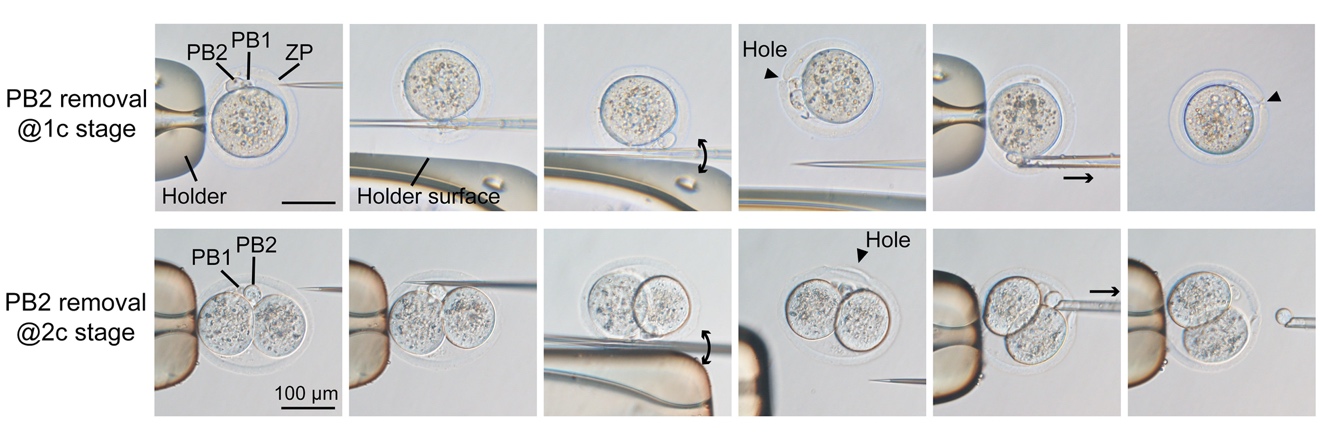

**Fig. S10. PB2 Removal procedure.** Top panel, PB2 removal at the 1-cell stage; bottom panel, PB2 removal at the 2-cell stage. A sharp needle was penetrated into zona pellucida (ZP); a hole was made by repetitive rubbing ZP against the holder surface; PB2 was sucked using an injection needle with a wide opening. See also Video S5.

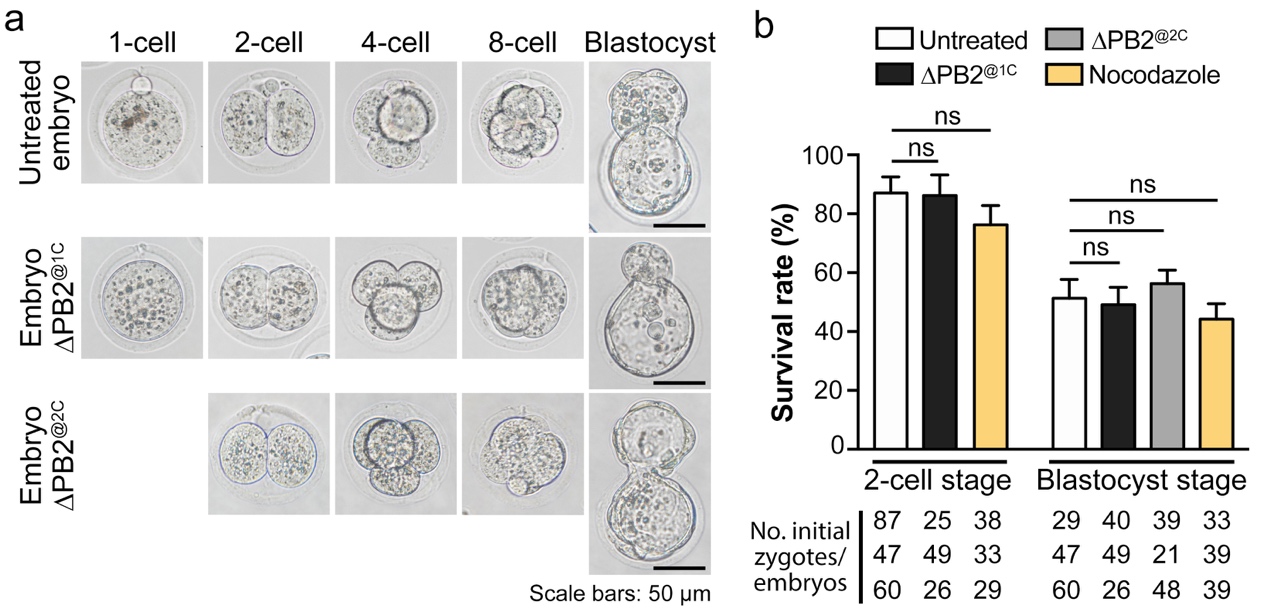

**Fig. S11. PB2 removal or nocodazole treatment does not affect preimplantation embryonic development.** (a) Morphology of representative embryos at different preimplantation stages. Untreated embryo and embryos with PB2 removed at 1-cell or 2-cell stage were shown. Embryos that were treated with nocodazole for 3 h during the first cleavage looked like untreated embryos and were not shown here. (b) Survival rates of embryos in different groups at the 2-cell and blastocyst stages. The survival rate of each group was averaged from three independent experiments with initial zygote/embryo numbers indicated. ns, not statistically significant (P > 0.05).

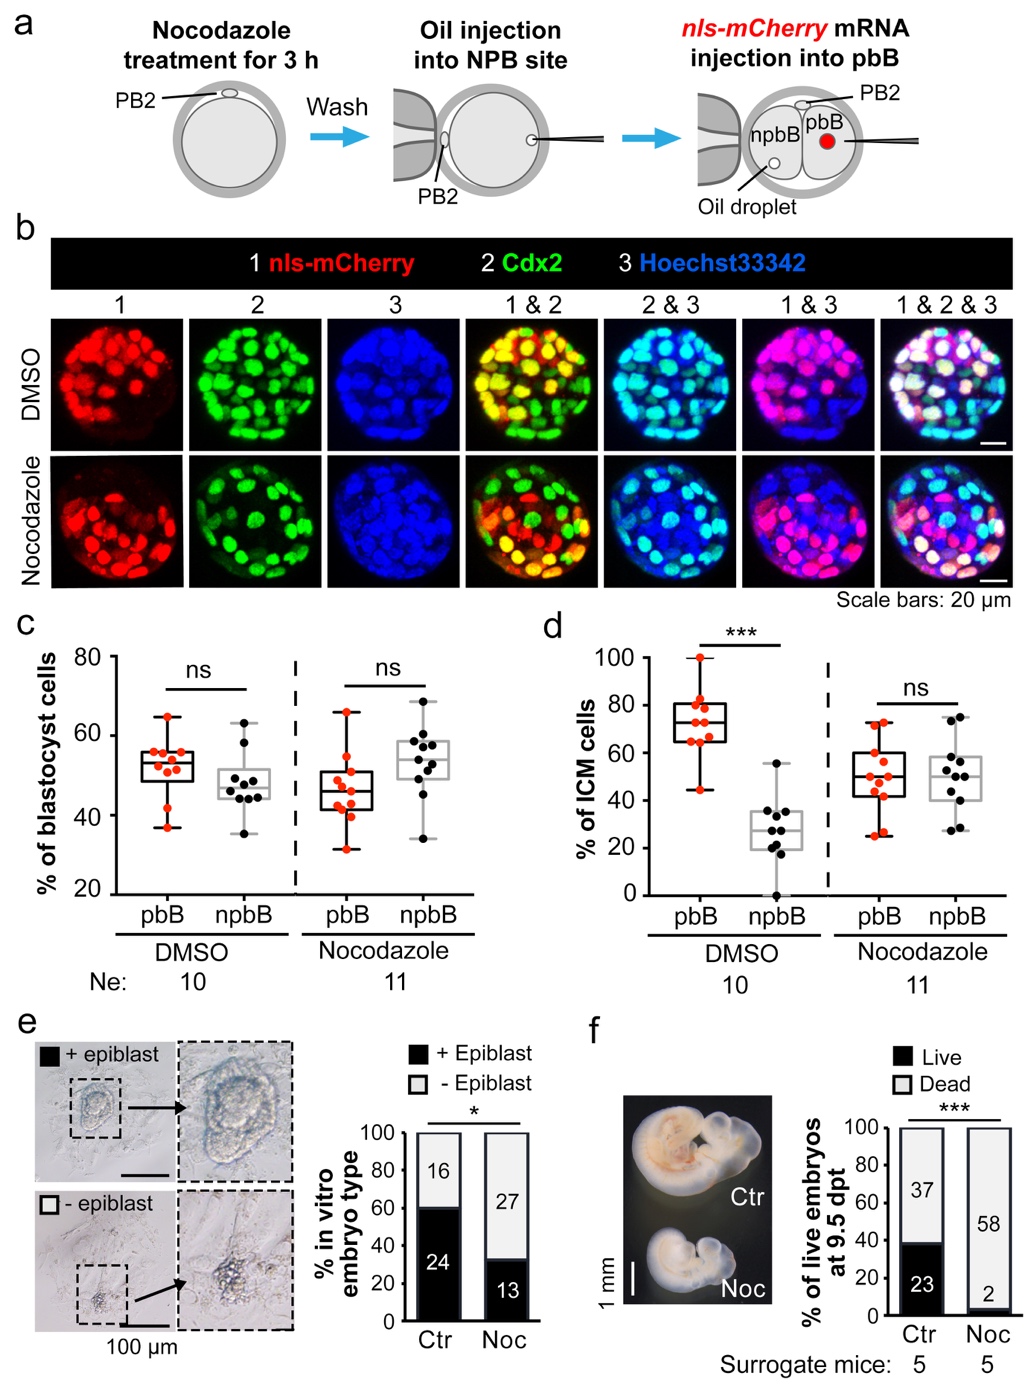

**Fig. S12. Transient nocodazole treatment affects preimplantation cell fate determination and postimplantation development.** (a) Illustration of nocodazole treatment and injection procedure. (b) Examples of immunostained blastocysts. (c and d) Box and whiskers plots showing percentage of pbB- or npbB-derived blastocyst cells

(**c**) or ICM cells (d). Each dot represented the percentage from one blastocyst. (e) Nocodazole (Noc) treatment causes abnormal in vitro development of embryos. Left, examples of embryos with (+) or without (-) epiblast-like structure after in vitro culture until 7.5 days post-fertilization. Right, ratio of two types of cultured embryos. (f) Nocodazole treatment impaired postimplantation embryonic development. Nocodazole-treated (Noc) or DMSO-treated (Ctr) embryos were transferred to surrogate mice, and percentage of live embryos with normal tissues at 9.5 days post- transplantation was calculated. Representative embryos were shown in the left panel. The dead embryos included non-implanted blastulas as well as implanted but deformed embryos. In bar graphs, total embryo numbers (pooled from several batches) were shown within bar areas. Statistical significance: ns, nonsignificant (P > 0.05); *, P <0.05; ***, P < 0.001.

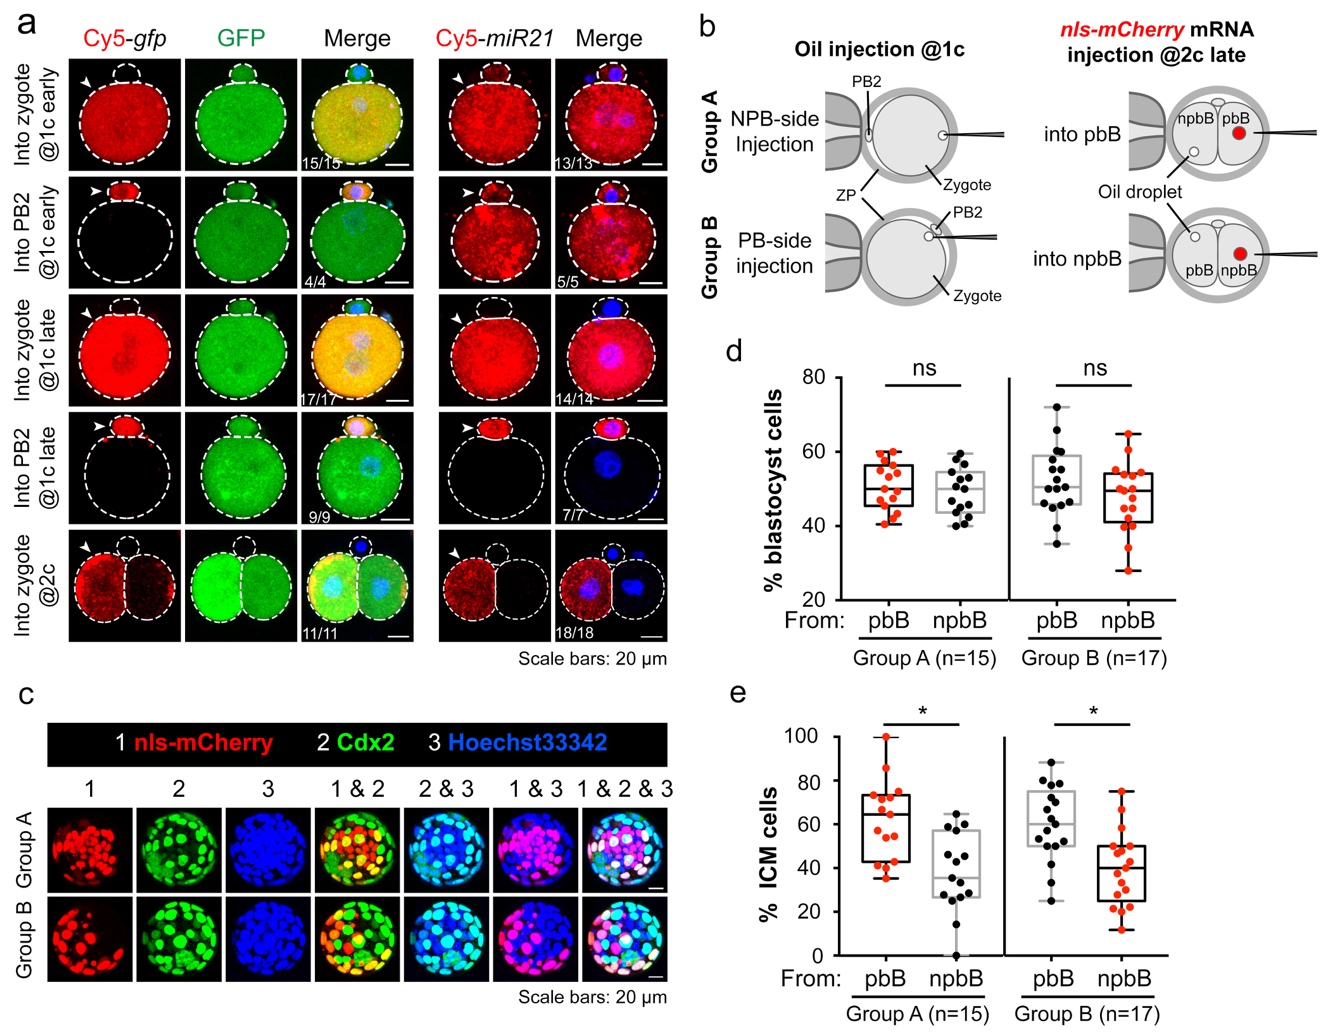

**Fig. S13. PB2 in the zygote of the ICR strain plays a similar role in preimplantation cell fate determination.** (a) Protein and microRNA transport between PB2 and the zygote. Injection of Cy5-labeled *gfp* mRNA (left panel) and *microRNA-21* (right panel) into PB2 or the zygote at different stages. All images were taken with confocal microscopy 3 hours post-injection. Nuclei were stained with Hoechst33342. The ratio of embryos with the representative pattern was indicated. (b) Illustration of injection strategies. **c,** Examples of immunostained blastocysts. (d and e) Percentage of pbB- or npbB-derived blastocyst cells (d) or ICM cells (e). Each dot represented the percentage from one blastocyst. Statistical significance: ns, nonsignificant (P > 0.05); *, P < 0.05.

# Video S1. Signal communication between PB2 and zygote.

How the deposited data were processed for this re-analysis (not part of the article)

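RNA-seq values of PB2 and the zygote at the one-cell stage were analysed, with 1 library of each. Both were made from amplified full-length cDNA of 70 PB2s and zygotes as the supplementary methods describe. The other experiments of the paper, among them imaging, embryo transfer and RT-qPCR, were not analysed here.

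According to the supplementary methods, the authors aligned the reads with HISAT2 under default parameters, counted reads per gene with HTSeq on an Ensembl annotation, and used DESeq2 for normalization and differential expression. The paper names OryCun2.0, a rabbit assembly, as the reference, while the identifiers of the table are mouse Ensembl identifiers. What the authors deposited are TPM values, rounded to 1 decimal. How TPM was computed from the counts is not stated in the paper's text. TPM is adjusted for gene length and library total, so a comparison between the libraries is one of proportions. The number of reads cannot be recovered from it, the depth of each library is unknown, and no interval for counting error is given. Each value column of the table was matched to its sample by name, and 0 columns were left over. The table analysed here has 11262 genes, and its values add up to 89.8% of a full library's TPM in PB2 and 92.7% in the zygote. The paper counts more genes than this as expressed in PB2, so some genes were not analysed here. Cdx2 is one gene of the paper that was not analysed here, and the values of 1 other gene are not reported here.

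From the TPM values, a gene was taken as expressed at a TPM of at least 1. The log2 ratio was log2((PB2 TPM + 1)/(zygote TPM + 1)), over genes with a TPM of at least 1 in either library, and genes at least 2-fold apart on that scale were counted. With 1 library per condition no test was run and no p-value is given. A list of genes was described by its median log2 ratio and by its percentile among 10000 random lists of the same size drawn from genes matched on mean expression (10 groups), and in addition on expression (5 groups) together with transcript GC content or length (10 groups). Lists of the components of 8 signaling pathways, of oocyte transcripts, of cumulus and granulosa cell markers and of genes of zygotic genome activation were written by hand, and mitochondrially encoded genes were taken by their symbols. The genes named in the text are those labelled in Fig. 5a or Fig. 5c or listed in Table S1, Sox2 and Yap1, and, among genes with at least 10 TPM in the higher library, the 10 with the largest log2 ratio in each direction. Zbed3, Bcl2l10, Dppa3, Gm6880, the mitochondrially encoded genes and the single genes given for the marker lists were singled out after their values were seen.

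Transcript GC content and length were those of the longest protein-coding transcript of each gene in GENCODE M21 (GRCm38). Trends of the log2 ratio on GC content or on log10 length were fitted by loess with a span of 0.3 and subtracted. The alternatives were 4 other thresholds for expression, pseudocounts of 0.1 and 0.01, thresholds of 1.5-fold and 4-fold, no filter, a filter at 5 TPM in either library, zygote values scaled so that the median ratio over genes with at least 10 TPM in both libraries is 1, and TPM rescaled to a full library without mitochondrially encoded genes and the 50 most abundant genes. These alternatives, the hand-written lists, the thresholds of the main values and the rule for the genes named were set before the data were examined. Centring on the median and removal of the GC or length trend were added after the data were seen. A count was taken as unchanged within 1.5 times. A share was taken as unchanged within its Wilson 95% interval, the median of a list within its 95% order-statistic interval, and the log2 ratio of a single gene within 0.5.

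The functions were tested on simulated libraries of 10629 genes with 200 genes raised by a known amount and a known GC slope of 0.05. The slope found was 0.0498, 100% of the raised genes were recovered after the trend was removed and 2.18% of the other genes passed 2-fold, and 1 of 100 random lists lay above the middle 95% of matched lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The KEGG enrichment of Fig. 5b was not repeated because no table of KEGG pathways was used here.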

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

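The test of GC content in this part was chosen after the values were seen. Zbed3, a gene the paper does not discuss, was the most abundant gene in PB2, with 25991 TPM, against 5689 TPM in the zygote, where it ranked 22. It was looked for because, among the 10 genes with the highest TPM in PB2, it was the only one outside those the paper names that was at least 2-fold higher than in the zygote. The others of these 10 had log2 ratios between -0.81 and 0.78, among them Bcl2l10, ranked next, with 22397 TPM in PB2 and 18407 TPM in the zygote. Dppa3, the most abundant gene of the zygote, fell from 22562 to 8070 TPM. Zbed3 (ENSMUSG00000041995) lies on chromosome 13 of GRCm38 from 95323612 to 95337841, and its log2 ratio was 2.19. Its transcript has a GC content of 53.9%, and with the trend on GC content removed its log2 ratio was 1.61, so the average trend leaves most of the difference. A single gene in 1 pair of libraries excludes nothing, so GC content and a difference between PB2 and the zygote cannot be told apart for Zbed3. Uneven amplification of this transcript was not tested. A biological difference, with Zbed3 transcripts more concentrated in PB2, stays open as a hypothesis and was not tested.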

How the results depend on the processing

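No paired analysis was possible because each condition has 1 library. No alternative reversed the direction of the Wnt7a log2 ratio, of the median of the Fig. 5a genes or of the median of a signaling list. Of the results under the alternatives, 106 stayed within the limits set and 19 moved.

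The share of genes expressed in PB2 that were also expressed in the zygote moved from 93.1% with the threshold: 99.6% at a TPM above 0 and likewise at a TPM of at least 0.1 (the smallest value above 0, so both thresholds take the same genes), 95.7% at 0.5 and 86.8% at 5. At a threshold of 1.5-fold 3642 genes were higher in PB2 and 1924 in the zygote, and at 4-fold 264 and 74, which follows from the thresholds. At 4-fold 8 of the 22 genes of Fig. 5a passed. With pseudocounts of 0.1 and 0.01 the Wnt7a log2 ratio was 2.5 and 2.63, and with 0.01 the median of the Fig. 5a genes was 2.34, since a smaller pseudocount shrinks the ratios of low values less. Using all genes changed no count, because with a pseudocount of 1 a gene under 1 TPM in both libraries cannot reach 2-fold.

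With zygote values scaled to a median ratio of 1 over 4973 abundant genes, a factor of 1.06, the counts were 1779 in PB2 and 981 in the zygote, a PB2 share of 64.5% against 70.0%. Centring, added after the data were seen, shifts each log2 ratio by 0.21 and gave 1383 and 1291, a share of 51.7%.

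With the GC trend removed, also added after the data were seen, the count higher in PB2 was 965, 14 of the Fig. 5a genes passed 2-fold with a median of 1.22, the Wnt7a log2 ratio was 1.04 and the median of the Notch list was 0.30. With the length trend removed, the count higher in PB2 was 1288 and the median of the MAPK list was 0.062. These removals also centre the ratios, and the cause of the changes beyond that was not tested. Depth is unknown, so counting error limits the genes under a few TPM, Wnt7a among them, by an amount that cannot be given.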

Differences from the paper's values

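At least 2-fold higher in the zygote were 861 genes, against about 1500 in Fig. 5a, read by eye. The paper used DESeq2 to find differentially expressed genes and shows them in a volcano plot. The counts here rest on fold change alone, so the 2 kinds of count are defined differently. They also rest on different sets of genes, as the table analysed here holds fewer genes than the paper counts as expressed in PB2. Of the alternatives set before the data were examined, pseudocounts of 0.1 and 0.01 with 1100 and 1108 genes, the rescaling without mitochondrially encoded and the most abundant genes with 1000 genes and the threshold of 1.5-fold with 1924 genes came within 1.5 times of the paper's value. Scaling of the zygote values to a median ratio of 1 with 981 genes, no filter with 861, the filter at 5 TPM with 662 and the threshold of 4-fold with 74 did not. Centring with 1291 genes, the removal of the GC trend with 1169 and of the length trend with 1250 also came within 1.5 times, and these were chosen after seeing the values.

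The RT-qPCR of Fig. 5c was run on an aliquot of the same amplified cDNA and normalized to Actb, and its values are set here beside the PB2/zygote ratio of TPM divided by that of Actb, a different assay. Of the 17 genes compared, 13 differed by more than 1.5 times, 9 with the higher value in the paper and 4 with the lower. For Wnt7a the ratio was 2.97 with the pseudocount of 1, against about 70 in Fig. 5c, read by eye, and it was 5.04 with a pseudocount of 0.1 and 5.51 with 0.01. Dvl2 gave 1.92 against about 16 in Fig. 5c, with 2.75 and 2.92 at the smaller pseudocounts. The ratio of Wnt10b was 1.86, against about 11 in Fig. 5c, and at the smaller pseudocounts 4.75 and 6.4. For Ctnnb1 it was 2.62 against about 4.8 in Fig. 5c, and 2.64 and 2.65 with the smaller pseudocounts. Smad3 gave 2.69 against about 11 in Fig. 5c, with 2.75 and 2.76 at the smaller pseudocounts. The ratio of Smad1 was 2.75, against about 6.4 in Fig. 5c, and at the smaller pseudocounts 2.9 and 2.92. For Acvr2b it was 4.51 against about 2.2 in Fig. 5c, and 5.8 and 5.99 with the smaller pseudocounts. Smad4 gave 2.72 against about 1.6 in Fig. 5c, with 2.78 and 2.79 at the smaller pseudocounts. The ratio of Map2k2 was 5.29, against about 8.9 in Fig. 5c, and at the smaller pseudocounts 6.87 and 7.1. For Mapk3 it was 2.93 against about 1.3 in Fig. 5c, and 2.94 and 2.94 with the smaller pseudocounts. Otx1 gave 2.13 against about 7.4 in Fig. 5c, with 2.6 and 2.66 at the smaller pseudocounts. The ratio of Onecut1 was 1.92, against about 15 in Fig. 5c, and at the smaller pseudocounts 4.23 and 5.2. For Pou5f1 it was 5.47 against about 2.6 in Fig. 5c, and 5.8 and 5.83 with the smaller pseudocounts. For Map2k2 the smaller pseudocounts came within 1.5 times of the paper's value. For the other 12 genes neither pseudocount set before the data were examined closed the gap. Tcf3, Axin1, Stat3 and Akt1 were within 1.5 times under each pseudocount.

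In Fig. 5c Wnt7a has the largest difference of the 18 genes. By TPM, Akt1 had the largest log2 ratio among the Fig. 5a genes, 2.70, and Wnt7a ranked 9 of the 22 with 1.74. By the plain ratio of TPM Wnt7a ranked 8 of the 21 genes that have one, with 6.25.

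The share of PB2 genes also expressed in the zygote was 93.1% with a threshold of 1 TPM, against the paper's 99.67%, and with any TPM above 0 as the threshold it was 99.6%. The paper's count of genes upregulated in PB2 also comes from its differential expression analysis, and the counts here from fold change alone. The sets of genes differ here as well. The 2009 genes at least 2-fold higher in PB2 are within 1.5 times of the paper's 1664. Pseudocounts of 0.1 and 0.01 gave 2617 and 2632 genes, which are not, nor are the 3642 genes past 1.5-fold, the 264 past 4-fold and the 965 with the GC trend removed, a setting chosen after seeing the values. The setting that came nearest to the paper's count was the filter at 5 TPM in either library with 1636 genes.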

Other observations

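In this part the tests of library scaling, of GC content and of length on the counts, and of GC content and length on the signaling lists as a group, were written down after the log2 ratios had been seen and before GC content and length were computed. The hand-written lists, the scaling on abundant genes and the filter at 5 TPM were set before the data were examined. The other tests of a possible source were chosen after their results were seen.

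The log2 ratio rose with transcript GC content, with Spearman's rho of 0.44 across 10629 genes of the 2 libraries. Noise of genes with low values is argued against as the source, since rho was 0.37 among the 1376 genes with a mean TPM of at least 100. Transcript length is argued against too, since longer transcripts were lower in GC (rho -0.24 between them), and with the trend on length removed rho with GC was 0.50. The log2 ratio also rose with length itself, with rho of 0.17, and of 0.31 with the GC trend removed. What stays open is an amplification or sequencing step that favoured GC-rich cDNA in the PB2 library or GC-poor cDNA in the zygote library. It cannot be told apart from a difference in the transcripts that PB2 and the zygote contain, because rho of 0.44 comes from 1 library of each and a repeat of either would be needed. That transcripts of high GC content are kept or concentrated in PB2 is a hypothesis that was not tested.

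More genes were at least 2-fold higher in PB2 than in the zygote, 2009 against 861. Noise of low genes is argued against as the whole source: among the 3340 genes with a mean TPM of at least 30, 564 were higher in PB2 and 302 in the zygote, a ratio of 1.87. Cumulus or granulosa cells carried along with PB2 are a candidate source, since these cells surround the egg. According to the supplementary methods, granule cells were digested off with hyaluronidase when the embryos were collected. Of 32 markers, 10 were in the table and 6 of these had at least 1 TPM in the zygote as well. The 8 markers compared had a median log2 ratio of 0.18, with 5 higher and 3 lower in PB2, and the list stood at percentile 45.1 of matched lists. The median fell to -0.03 with centring, -0.01 with the GC trend removed, -0.13 with the length trend removed and -0.19 with the filter at 5 TPM, so its direction depends on the processing. The most abundant of them, Serpine2 and Cyp19a1, had 167.3 and 72.2 TPM in the zygote and 105.4 and 70.9 TPM in PB2. Among the others, Kitl fell from 6.30 to 4.70 TPM, Nr5a2 rose from 7.00 to 8.40 TPM, Fshr from 2.2 to 3.3 TPM and Sparc from 1.3 to 1.5 TPM. Star rose from 0.30 to 1.4 TPM, Col4a1 from 0.60 to 1.5 TPM and Col4a2 from 0.40 to 0.80 TPM, and Cyp11a1 was listed at 0 in the zygote and had 0.80 TPM in PB2. None of the 8 markers compared was at least 2-fold higher in PB2, nor in the zygote, so these markers do not show the excess. With a median near 0 over markers that went both ways, and 22 markers not analysed here, such cells stay open as a source. Library scaling, GC content and length cannot be told apart as sources of the excess: centring alone brought the ratio of the counts from 2.33 to 1.07, and removal of the GC trend (0.83) or the length trend (1.03) also centres the ratios. Scaling on abundant genes alone left a ratio of 1.81. Which of these scales holds for the amounts per cell cannot be seen from TPM.

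All 8 signaling lists had a median log2 ratio above 0 under each scaling tried, but only Notch and Hippo lay above the middle 95% of lists matched on expression, so counts of lists say little about GC content or length as a source for the lists together: 1 list lay above it with matching on GC content and 2 with matching on length, against 2 before. For Hippo, percentiles of 98.1 with GC content matched and 97.8 with length matched argue against either trend as the whole source. GC content and length were not matched together, so the trends combined stay open. For Notch, length is argued against by percentile 99.4, and GC content stays open with percentile 95. With 8 lists examined, and 12 Notch and 5 Hippo genes not analysed here, the Hippo difference is a hypothesis. Its members went both ways, with 18 higher in PB2 and 6 lower. Yap1, a Hippo component, rose from 45.4 to 144.3 TPM, and Sox2 from 0.60 to 1.80 TPM.

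Mitochondrially encoded transcripts were lower in PB2 in 10 of 11 genes, with a median log2 ratio of -0.85 and percentile 0.17 among lists matched on expression. mt-Cytb fell from 7676 to 3017 TPM and mt-Nd1 from 4201 to 2188 TPM, while mt-Nd3 was higher in PB2. Their median GC content was 37.1%. With the GC trend removed the median was -0.46, and matched on GC content the list stood at percentile 5.24, inside the middle 95% of such lists. Transcript length is argued against as the whole source, as the median was -0.60 with its trend removed and the list stood at percentile 1.56 with length matched. GC content and a lower amount of mitochondrial transcripts in PB2 cannot be told apart from these values, and the 11 genes are not independent of each other. A smaller mitochondrial content of PB2 was not tested.

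Genes of zygotic genome activation had a median log2 ratio of -0.38 over 14 of the 26 genes written down, 9 lower and 5 higher in PB2, at percentile 2.19. Tcstv1 fell from 308.7 to 150.5 TPM, Tcstv3 from 158.0 to 67.6 TPM, and Zscan4d from 8.60 to 0.70 TPM, while Sp110 rose from 198.2 to 394.5 TPM. GC content is argued against as the whole source, as the median was -0.55 with its trend removed and the list stood at percentile 1.94 with GC content matched. Transcript length stays open: with its trend removed the median was -0.67, but with length matched the list stood at percentile 3.11, inside the middle 95% of such lists. Several of these genes belong to families of near-identical copies (Zscan4, Usp17l, Tcstv) whose reads the counting could have split, so single values are uncertain, and 12 genes were not analysed here. Only 6 of the 14 genes reached 5 TPM in either library, and their median was -1.02. That the zygote nucleus had begun to transcribe these genes and PB2 had not, or had to a lesser extent, is a hypothesis that was not tested. From EU incorporation, the paper describes transcription in PB2 itself as likely from the late one-cell stage (Fig. 1b and c), without resolving single genes.

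Oocyte transcripts, 38 of the 40 genes written down and all expressed in the zygote, had a median log2 ratio of -0.09. The list showed no shift against random lists, at percentile 32.3 matched on expression, 14.1 with GC content matched and 34.3 with length matched. The median itself fell to -0.30 with centring and -0.27 with the GC trend removed, so its distance from 0 depends on the processing.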
